# Hepatic Transcriptome Profiling Reveals Lack of *Acsm3* Expression in Polydactylous Rats with High-Fat Diet-Induced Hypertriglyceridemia and Visceral Fat Accumulation

**DOI:** 10.3390/nu13051462

**Published:** 2021-04-25

**Authors:** Kristýna Junková, Lukáš F. Mirchi, Blanka Chylíková, Michaela Janků, Jan Šilhavý, Martina Hüttl, Irena Marková, Denisa Miklánková, Josef Včelák, Hana Malínská, Michal Pravenec, Ondřej Šeda, František Liška

**Keywords:** metabolic syndrome, high-fat diet, insulin resistance, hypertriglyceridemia, polydactylous rat, spontaneously hypertensive rat, liver transcriptome, *Acsm3*

## Abstract

Metabolic syndrome (MetS) is an important cause of worldwide morbidity and mortality. Its complex pathogenesis includes, on the one hand, sedentary lifestyle and high caloric intake, and, on the other hand, there is a clear genetic predisposition. PD (Polydactylous rat) is an animal model of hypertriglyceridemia, insulin resistance, and obesity. To unravel the genetic and pathophysiologic background of this phenotype, we compared morphometric and metabolic parameters as well as liver transcriptomes among PD, spontaneously hypertensive rat, and Brown Norway (BN) strains fed a high-fat diet (HFD). After 4 weeks of HFD, PD rats displayed marked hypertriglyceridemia but without the expected hepatic steatosis. Moreover, the PD strain showed significant weight gain, including increased weight of retroperitoneal and epididymal fat pads, and impaired glucose tolerance. In the liver transcriptome, we found 5480 differentially expressed genes, which were enriched for pathways involved in fatty acid beta and omega oxidation, glucocorticoid metabolism, oxidative stress, complement activation, triacylglycerol and lipid droplets synthesis, focal adhesion, prostaglandin synthesis, interferon signaling, and tricarboxylic acid cycle pathways. Interestingly, the PD strain, contrary to SHR and BN rats, did not express the *Acsm3* (acyl-CoA synthetase medium-chain family member 3) gene in the liver. Together, these results suggest disturbances in fatty acid utilization as a molecular mechanism predisposing PD rats to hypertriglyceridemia and fat accumulation.

## 1. Introduction

Metabolic syndrome (MetS) is a complex of several pathophysiological conditions, including obesity, impaired glucose metabolism, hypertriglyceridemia accompanied by decreased high-density lipoprotein levels, and/or arterial hypertension [1]. MetS is a worldwide health problem and major risk factor in cardiovascular morbidity and mortality with multifactorial pathogenesis, combining the extrinsic (environment, lifestyle, diet, energy expenditure) and intrinsic (genetic background) factors and their mutual interactions. The heritability of the individual components of MetS varies from 25–80% [2].

Increasingly large genome-wide association studies (GWASs) in humans are powerful tools to uncover the genetic landscape of MetS and other multifactorial conditions and may promise prospective risk assessment in the future using polygenic risk scores [3]. However, human GWASs use very simplistic additive genetic models. As a consequence, a substantial amount of gene–gene interactions and gene–environment interaction effects on disease risk remain buried in the so-called “missing heritability” [4]. Genetically defined animal models can provide a useful alternative to GWAS in dissecting the genetic background of various polygenic traits and gene–gene and gene–environment interactions.

In the current study, we use two models of MetS, spontaneously hypertensive rat (SHR/OlaIpcv; SHR hereafter) and polydactylous rat (PD/Cub; PD hereafter) and compare them to a Brown Norway (BN) strain that is resistant to MetS development [5].

When fed a high-sucrose diet, the PD strain develops marked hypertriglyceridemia but is not susceptible to blood pressure rise, while SHR is a typical model of essential hypertension [5,6,7]. PD and SHR thus present specific subtypes of MetS. The three strains were used to derive a family of BXH/HXB recombinant inbred (RI) strains [8]. These strains represent a model system for genetic and correlation analysis of parameters of metabolic syndrome. Since the RI strains were never tested when fed a high-fat diet, our current study was performed to provide pilot data for follow-up analyses of the effects of a high-fat diet in RI strains.

The aim of our study was to unravel the genetic and pathophysiological background of higher susceptibility to the development of MetS in a PD rat strain. Polydactylous rat, like many other laboratory strains (including SHR), originated from Wistar rats [9]. It is considered as a model of MetS; however, in contrast to SHR, it was not subjected to selective breeding for high blood pressure or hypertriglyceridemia; its propensity to develop MetS was fixed by genetic drift during nonselective inbreeding.

So far, most studies in the PD model have involved dietary challenges by high-carbohydrate diets, but the effect of a high-fat diet (HFD) on MetS development in the PD strain has not been analyzed yet. Our study shows that after exposure to HFD, PD rats develop striking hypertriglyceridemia, obesity, and insulin resistance compared to both SHR and BN strains. Analysis of the liver transcriptome revealed dysregulation of multiple pathways, which can contribute to impaired lipid utilization, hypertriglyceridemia, and accumulation of fat, concomitant with decreased glucose tolerance and hyperinsulinemia. A most promising candidate gene contributing to the susceptibility of PD rats to MetS is *Acsm3* (acyl-CoA-synthetase for medium-chain member 3), which belongs to a family of enzymes activating medium-chain fatty acids (C4-C14) to beta-oxidation [10], and which was absent in the liver of PD on both mRNA and protein levels.

## 2. Materials and Methods

### 2.1. Animals

We used the following three inbred strains of Rattus norvegicus: spontaneously hypertensive rat (SHR/OlaIpcv, RGDID 61000, derived from outbred Wistar Kyoto rats by Okamoto and Aoki [11]), polydactylous rat (PD/Cub, RGDID 728161, kept since 1969 at the Institute of Biology and Medical Genetics, First Faculty of Medicine, Charles University in Prague, derived from polydactylous pair of outbred Wistar rats), and Brown Norway (BN/Cub, RGDID 60985, derived from a brown mutation in a pen-bred colony in 1958 by Billingham and Silvers [12], from the USA Institute of Biology, First Faculty of Medicine in Prague in 1964 and bred since by brother x sister mating for more than 100 generations [13].

### 2.2. Experimental Protocol

All animal experiments were conducted in compliance with the Animal Protection Law of the Czech Republic and were approved by the Ethics Committee of the First Faculty of Medicine, Charles University, Prague (Permit Number: MSMT-19427/2019-8) and Ethics Committee of the Institute of Physiology, Czech Academy of Sciences, Prague (Permit Number: 66/2014). Adult male rats of BN (*n* = 8), SHR (*n* = 6), and PD (*n* = 7) strain were used. Until the age of 6 months, they were fed a standard chow (ssniff R-Z) diet ad libitum. Then, after an overnight fasting period, we recorded the body weight and fasting glycemia, and performed the oral glucose tolerance test (OGTT). Subsequently, rats were fed HFD (Ssniff EF R/M with 30% fat, containing saturated fatty acids (FAs), short- to long-chain FAs, corresponding to approximately 50% of energy, see Table S1) for four weeks. Rat males had free access to food (except the initial and final overnight fasting period) and water, and they were held under humidity- and temperature-controlled conditions on a 12-12-h light-dark cycle. Diet consumption was measured as the difference in weight of the feeding dose of pellets and remaining pellets after 3–4 days (twice each week). After 4 weeks (after overnight fasting period), the oral glucose tolerance test was performed again, and each male’s body weight was recorded. After, males were sacrificed by decapitation.

### 2.3. Tissue Collection

Selected tissues (liver, heart, kidneys, adrenal glands, brown fat tissue, epididymal fat tissue, retroperitoneal fat tissue, soleus muscle, and diaphragm) were dissected and weighted (except the diaphragm). The tissues were flash-frozen in liquid nitrogen and stored at −80 °C for future analysis.

### 2.4. Biochemical Parameters

#### 2.4.1. Lipidogram

Serum lipoprotein levels (including triacylglycerol (TAG) and cholesterol levels in each of 20 lipoprotein fractions) after feeding HFD were measured by LipoSearch using HPLC (high-performance liquid chromatography) [14]. Total TAG and cholesterol before and after HFD were measured using commercially available kits (Erba Lachema, Brno, Czech Republic and Roche Diagnostics, Basel, Germany). 

#### 2.4.2. FFA

Free fatty acid levels before and after feeding HFD were measured using commercially available kits (Roche Diagnostics, Basel, Germany).

#### 2.4.3. Insulin

Insulin levels before and after HFD feeding were determined using the Rat Insulin ELISA kit (Mercodia AB, Uppsala, Sweden).

#### 2.4.4. C-peptide, GIP, GLP-1, Glucagon, Leptin, PP, and PYY

The metabolic profile of rat males was assessed via Milliplex Catalog ID.RMHMAG-84K-08.Rat Metabolic Hormone MAGNETIC kit using the BioPlex 200 system (Bio-Rad Laboratories, Inc., Hercules, CA, USA, Merck Millipore Corp., Billerica, MA, USA) for levels of C-Peptide 2, GIP, GLP-1, glucagon, insulin, leptin, PP, and PYY before and after HFD. 

#### 2.4.5. Adiponectin

Adiponectin serum levels before and after HFD feeding were determined using the Rat Adiponectin ELISA kit (MyBioSource, San Diego, CA, USA). 

#### 2.4.6. Cytokine Levels

The cytokine profiles of male rats before and after HFD were assessed via Bio-Plex Pro^TM^ Rat Cytokine 23-Plex Assay (Bio-Rad Laboratories, Inc., Hercules, CA, USA, Luminex Corporation, Austin, TX, USA) for levels of G-CSF, GM-CSF, GRO/KC, IFN-γ, IL-1α, IL-1β, IL-2, IL-4, IL-5, IL-6, IL-7, IL-10, IL-12p70, IL-13, IL-17, IL-18, M-CSF, MCP-1, MIP-1α, MIP-3α, RANTES, TNF-α, and VEGF using the BioPlex system (Bio-Rad Laboratories, Inc., Hercules, CA, USA).

#### 2.4.7. Lipid Levels in Liver Tissue

To determine TAG and cholesterol in the liver, samples were extracted in a chloroform/methanol mixture. The resulting pellet was dissolved in isopropyl alcohol, after which the TAG content was determined by enzymatic assay (Erba-Lachema, Brno, Czech Republic). Hepatic diacylglycerols were separated using a modified Folche method followed by thin-layer chromatography, as previously described [15], and its quantitative content was determined by enzymatic assay (Erba-Lachema, Brno, Czech Republic).

### 2.5. Gene Expression

#### 2.5.1. RNA Isolation

Liver and epididymal fat tissue were chosen for RNA isolation due to its crucial role in lipid and lipoprotein metabolism. Tissues were homogenized in Trizol (Thermo Fisher Scientific, Waltham, MA, USA) using TissueLyser LT (Qiagen, Hilden, Germany). Chloroform was then used for phase separation, the aqueous phase was mixed 1:1 with 70% ethanol, applied to RNeasy mini spin columns, and purified using RNeasy Plus Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol. RNA was quantified by spectrophotometry and its integrity was measured using an Agilent Bioanalyzer 2100 on RNA-6000 Nano-LabChip (Agilent, Böblingen, Germany). Only samples showing RNA integrity numbers (RIN) above 8 were used for further analysis.

#### 2.5.2. Gene Expression

The transcriptome of four rats per strain (liver tissue) was assessed using Affymetrix GeneChip^®^ Rat Gene 2.1 arrays (Affymetrix, Santa Clara, CA, USA). 

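Liver RNA of 12 adult males, 4 each of BN, PD and SHR, was hybridized to 1 array per rat after the rats, 6 months old at the start, had been fed HFD for 4 weeks. The deposited values are log2 signals of 36685 probe sets after robust multiarray averaging (RMA), so background correction, quantile normalization and the summary of probes per probe set were already applied. The strains were compared with limma, with 1 coefficient per strain over all 12 arrays, a two-sided moderated test per pair of strains and a Benjamini–Hochberg correction over all 36685 probe sets within each comparison. A probe set was called differentially expressed at an adjusted p under 0.05 and a linear fold change above 1.2 in either direction, the cutoffs given for the study. Log2 fold changes are given as the first strain minus the second, and means with their SD over n = 4 rats. A gene symbol was found for 15653 probe sets in the platform annotation, of which 829 carry more than 1 symbol, and these 15653 are the ones counted. Of the 14479 gene identifiers in that annotation, 14419 are in the RefSeq gene table. It leaves Acsm3, Acsm5 and Acsl5 without a symbol, so these were named by their probe set from Table S6. A gene with several probe sets is represented by the one with the highest mean. The background range was set by 1314 probe sets of olfactory, vomeronasal and taste receptor genes, whose 95th percentile averaged 2.63 in BN, 2.71 in PD and 2.57 in SHR. A strain mean under this level counts as background, and a fold change against it is given as a lower bound. Gene groups were tested with camera from limma on 14557 genes, with a preset inter-gene correlation of 0.01 and a correction over 43 lists. The 44 lists, 31 of pathways and 13 of cell type markers, were written before the data were examined, and 1 with fewer than 5 measured genes was not tested. Many of them follow pathways that the paper names from these same rats, so their direction is not independent evidence. Array medians lay between 2.53 and 2.65, and the lowest correlation between arrays of one strain, across probe sets, was 0.979, in PD. The 95th percentile of the signals on an array was 7.20 to 7.32 in PD, 7.35 to 7.37 in BN and 7.33 to 7.36 in SHR. The number of arrays limits the precision.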

Expression console software (Affymetrix, Santa Clara, CA, USA) was used to perform quality control. Transcriptome Analysis Console (TAC version 4.0.1, Affymetrix, Santa Clara, CA, USA) was used for data normalization, statistical analysis, and pathway enrichment using the robust multiarray average method (RMA). The microarray data discussed in this publication has been deposited in NCBI’s Gene Expression Omnibus [16] and are accessible through GEO Series accession number GSE164176.

#### 2.5.3. RT-PCR and qPCR

The different expression of candidate genes was verified by quantitative real-time PCR (qPCR). In total, 1 µg of total RNA was used to synthesize cDNA using SuperScript III reverse transcriptase (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. The resulting cDNAs were then used as a template in quantitative real-time PCR (qPCR) reactions. Primers for qPCR reactions were designed using PrimerBLAST [17] to span at least one exon–exon junction and amplification was done in 7900HT in Power-up SYBRGreen master mix (Thermo Fisher Scientific, Waltham, MA, USA). All primers are listed in Table S2.

### 2.6. DNA Sequencing

Sequencing of *Acsm3* in PD strain: Because of the impossibility of amplifying cDNA (absence of cDNA of *Acsm3* in liver tissue from PD), genomic DNA was used for sequencing of *Acsm3*. Long-range PCR products were sequenced on an Illumina MiSeq using the Nextera XT DNA Library Preparation Kit (Illumina). Bioinformatic analysis was done with the help of Galaxy [18]. Mapping was done by BWA-MEM (Burrows-Wheeler Aligner). Duplicated reads were removed by Picard [19]. FreeBayes was used to identify sequence variants [20]. IGV (Integrated Genome Viewer) was used for data visualization. 

### 2.7. Western Blotting

Mouse monoclonal Acsm3 antibody (G-8; sc-377173) was purchased from Santa Cruz Biotechnologies, Inc., Dallas, TX, USA. Control mouse monoclonal Vinculin antibody (VLN01) was purchased from Thermo Fisher Scientific, Waltham, MA, USA. Liver lysates (3 samples from each strain) were run on SDS-PAGE (12% separating gel), and proteins were blotted onto PVDF membranes Immobilon P (EMD Millipore Biosciences, Billerica, MA, USA). Membranes were incubated overnight at 4 °C with primary antibodies at a final dilution of 1:200 (Acsm3) and 1:10,000 (Vinculin). Secondary anti-mouse antibody and signal was detected using an ECL Prime chemiluminescent detection kit and Hyperfilm ECL (all from GE Healthcare Bio-Sciences, Chicago, IL, USA). Developed hyperfilms were scanned and densitometry was performed in ImageJ [21]. 

### 2.8. Statistical Analysis

Statistical evaluation of morphometric data and metabolic parameters was performed using STATISTICA 12 (TIBCO Software, Palo Alto, CA, USA). Data are presented as arithmetic means ± SEM if not indicated otherwise. The groups were compared by using ANOVA (analysis of variance–tissue weight, insulin levels, gene expression in selected tissues), ANOVA for repeated measurements (oGTT, AUC before and after exposure to HFD, animal weight), and general linear model ANOVA (lipoprotein fractions, with 3 factors–strain, cholesterol or TAG, fraction) if the variances within each group were similar. In case of different variances within the group, the nonparametric test (Kruskal–Wallis test) was used. The comparison was followed by the post-hoc Tukey test. The cutoff for the significant results was determined as a *p*-value lower than 0.05. In the case of gene expression data (lined up by their *p*-value), false discovery rate (FDR) correction was conducted, applying the Benjamini–Hochberg procedure, where α = 0.05 (5 % FDR). The FDR procedure was repeated for post-hoc comparison of each of the two strains, and a fold change cutoff <−1.2 or >1.2 was applied. For the qPCR experiment, the cycle threshold (Ct) values of selected genes were normalized relative to the expression of the peptidylprolyl isomerase A (*Ppia*) (cyclophilin) gene (for liver tissue) and ribosomal protein L41 (*Rpl41*) gene (for epididymal fat tissue), which served as the internal control, with results being determined in triplicates. Relative quantification was performed using the ΔΔCt method. Statistical analysis was performed using ANOVA.

### 2.9. Gene Enrichment Analysis and Functional Clustering of the Differentially Expressed Genes

Annotation of the differentially expressed genes was performed using DAVID v6.7 software (The Database for Annotation, Visualization and Integrated Discovery) to explore the functions of all of the differentially expressed genes [22,23]. Using default settings on DAVID software, differentially expressed transcripts were compared to the whole transcriptome background using χ^2^, Fisher’s exact test, binomial probability, and hyper-geometric distribution to obtain an enrichment score, which is the geometric mean of all enrichment *p*-values. Thus, hierarchical categories based on the molecular function (MF), cellular component (CC), and biological process (BP) features were created. A Venn diagram of the differentially expressed genes among the strains was created using BioVenn [24].

## 3. Results

### 3.1. Morphometric Profile and Oral Glucose Tolerance Test

No significant differences in glycemia (fasting and all measurements during OGTT) were found among the three strains before feeding HFD (Figure 1a). During the HFD administration, there was a significant weight gain in the PD strain compared to the other strains and SHR compared to BN (Figure 1b,c), reflecting the amount of the consumed diet (Figure 1d). After feeding HFD, the OGTT showed impaired glucose clearance in the PD strain compared to the other strains (Figure 1e,f). The relative weights of fat depots in all locations (retroperitoneal, epididymal, and brown) were significantly highest in the PD strain compared to the other strains, corresponding to the weight gain. Relative heart and kidney weights were significantly higher in SHR compared to the other strains. The weight of liver/100 g body weight was significantly higher in PD and SHR than in BN (Figure 1g).

### 3.2. Metabolic Profile

Although no significant strain differences of insulinemia were seen before HFD, after feeding HFD, the insulin levels increased significantly in the PD strain compared to the other strains (Figure 2a). After HFD, the cholesterol levels increased in chylomicrons and very low-density lipoprotein (VLDL) particles (fractions 1–5, i.e., particles with diameter >44.5 nm) of the PD strain. The increase was relatively modest, reaching statistical significance in ANOVA but not in post-hoc comparison of individual groups (Table S3). On the other hand, there was an order of magnitude increase of total TAG levels due to their accumulation in chylomicron and VLDL fractions in PD compared to the other strains after HFD (Figure 2b,c). No significant differences in total cholesterol and TAG levels were found before HFD. After HFD, we found a significant decrease in the FFA level in PD and SHR, but PD compared to SHR and BN still manifested the significantly highest FFA level (Figure 2d). No significant differences in the adiponectin level before and after HFD were found (Table S4). The serum leptin level before HFD feeding was significantly higher in PD compared to the other strains. However, after feeding HFD, we found no significant difference between the PD and BN strain and only subtly higher leptinemia in PD compared to SHR. These data indicate that the leptin level does not correspond to the amount of fat tissue (after correction to the white adipose tissue amount, represented by the sum of retroperitoneal and epididymal fat, we found a significantly lower leptin level in PD compared to the other strains, Figure 2e,f). No significant differences among the three strains were found in cytokine levels (MCP-1, IL-1a, IL-1b, IL-2, IL-4, IL-5, IL-6, IL-7, IL-10, IL-12, IL-13, IL-17 IL-18, G-CSF, GM-CSF, GRO/KC, IFN-γ, M-CSF, MIP-1a, MIP-3a, RANTES, TNF-α, VEGF) before and after HFD (Table S5) or in C-peptide, glucagon, GIP, GLP-1, or PP levels (Table S4).

### 3.3. Lipid Levels in Liver Tissue after HFD Feeding

As shown in Figure 2g, comparison of the cholesterol content of liver tissue did not show any significant difference between PD and other strains. Hepatic TAG levels were the highest in SHR compared to PD but not significant compared to BN. On the other hand, thin-layer chromatography assessment of diacylglycerols (DAG), lipotoxic intermediates of TAG metabolism, revealed a significantly lower amount of DAG in SHR liver compared to the other two strains (Figure 2g).

### 3.4. Gene Enrichment Analysis in Liver Tissue 

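Livers of the 3 strains on HFD differed in 3067 different probe sets with a gene symbol, each called in at least 1 of the 3 pairwise comparisons. The largest shared set separated BN from both other strains. It held 921 probe sets called in PD vs. BN and in SHR vs. BN, of which 392 were higher than BN in both strains, 507 were lower in both and 22 went opposite ways. Miox, which encodes the inositol-degrading enzyme myo-inositol oxygenase, was higher in PD than in BN (log2 fold change 2.68, standard error 0.14, adjusted p = 2.68e-07) and higher in SHR than in BN (2.73, standard error 0.14, adjusted p = 2.53e-07 from limma). Ces1f, a carboxylesterase, measured 7.62 ± 0.35 in PD and 7.65 ± 0.15 in SHR against 5.08 ± 0.47 in BN (SD, n = 4). Echdc2 was also higher in both, with log2 means of 6.43 ± 0.17 in PD, 6.15 ± 0.16 in SHR and 4.07 ± 0.25 in BN (SD, n = 4). Mst1, which encodes the plasma protein macrophage-stimulating 1, was lower in both, at 4.89 ± 0.17 in PD and 4.82 ± 0.09 in SHR against 7.70 ± 0.04 in BN (SD, n = 4). PD stood apart from the other strains in the same direction in 382 of the 419 probe sets called in both of its comparisons, higher in 135 and lower in 247. SHR stood apart in this way in 310 of 353. In all 3 comparisons 102 probe sets were called. Among the 98 of them with a single symbol, PD had the lowest mean of the 3 strains in 40 and the highest in 21. BN had the lowest in 33 and the highest in 43, and SHR the lowest in 25 and the highest in 34. Comparisons that share a strain also share the errors of its arrays. For PD vs. BN and SHR vs. BN, 231 shared calls would follow from independent lists of these sizes, and 20 simulations of 12 arrays without strain differences gave a mean of 0. Arrays without strain differences give few calls at all, so this 0 does not show how many shared calls come from the shared arrays. With 2 of the 4 arrays of the shared strain used for each comparison, in the 6 possible ways, 362 to 397 probe sets were shared for BN, 158 to 236 for PD and 103 to 124 for SHR. These counts also fall because 2 arrays give less power than 4. Across probe sets, the log2 fold changes correlated with 0.624 for the pair that shares BN, 0.521 for PD and -0.342 for SHR. The simulations without strain differences gave 0.501, 0.501 and -0.498. Noise of any size gives values near these, so they do not show how much of the observed correlation is shared error. The covariances were 0.0719, 0.0548 and -0.0327, where the simulations gave 0.00831, 0.00830 and -0.00824. With the arrays of the shared strain split 2 and 2, the mean correlations were 0.518, 0.403 and -0.244.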

After multiple comparison correction using the Hochberg–Benjamini procedure at a significance level of 0.05, we found in total 5480 differentially expressed genes. 

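Compared with BN, PD livers had 2227 differentially expressed probe sets with a symbol, 989 higher and 1238 lower; this balance depends on the scaling, with 1158 higher and 1002 lower after a second quantile normalization, 1058 and 1057 with cyclic loess and 786 and 1422 with each array centred on its median. Rgs16, a regulator of G-protein signaling, was higher, at 9.18 ± 0.33 in PD and 4.13 ± 0.51 in BN (SD, n = 4), a log2 fold change of 5.05 (33.1-fold; standard error 0.27, adjusted p = 3.12e-07 from limma). Abcb1b, which encodes an export pump for drugs and other compounds, was higher by 3.36 (standard error 0.29, adjusted p = 1.89e-05). A2m, the protease inhibitor alpha-2-macroglobulin, was at least 9.28-fold higher, but with an SD of 2.42 among the PD arrays, and its call was lost in several settings. Adh6, an alcohol dehydrogenase, was at background in both PD and SHR and at 8.43 ± 0.24 in BN (SD, n = 4), at least 53.0-fold lower in PD and at least 58.0-fold lower in SHR. Ces2e, a carboxylesterase, was at least 22.5-fold lower in PD and at least 27.2-fold lower in SHR. Whether strain variants under the probes, designed on the BN reference, lower the signals of Adh6 and Ces2e was not tested here. Cyp17a1, the steroid 17-alpha-hydroxylase, differed from BN by a log2 fold change of -5.13 in PD and -3.36 in SHR, and Cyp7b1, the oxysterol 7-alpha-hydroxylase, by -4.83 and -2.76. SHR livers had 1624 differentially expressed probe sets against BN, 869 higher and 755 lower. Acnat1, an acyl-CoA amino acid N-acyltransferase, was at background in BN and PD and at least 22.6-fold higher in SHR than in BN. Cyp2c12 was higher by 3.80 (standard error 0.28, adjusted p = 5.94e-06). The zinc transporter gene Slc30a3 was higher by 2.97 and the interferon-inducible guanylate-binding protein gene Gbp7 by 2.55. The caveolar gene Cavin3 was higher than BN in SHR (3.30) and in PD (3.22). Slc13a5, which encodes the citrate transporter, had a log2 fold change of -2.84. PD livers had 807 differentially expressed probe sets against SHR, 259 higher and 548 lower. The median fold change of the called probe sets was 1.44 for PD vs. BN, 1.48 for SHR vs. BN and 1.56 for PD vs. SHR. The 4 arrays of one strain lay entirely above or below the 4 of the other for 20.2%, 18.2% and 13.6% of probe sets with a symbol, where chance gives 2.86%; a single such gene has an exact permutation p of 0.0286, the smallest that 4 rats against 4 allow. PD vs. SHR gave 509 calls without SHR replicate 4, and 1248 when only the probe sets with a symbol were tested. With each array centred on its median, 20.2% of the PD vs. SHR calls were higher in PD, against 32.1% as reported, 39.3% after a second quantile normalization and 39.1% with cyclic loess, and a Tukey post hoc test gave 1030, 797 and 324 calls for the 3 comparisons.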

In each post-hoc pairwise comparison of strains, we found 2636 for BN vs. PD (1064 upregulated in PD, 1572 downregulated in PD), 1906 for BN vs. SHR (936 downregulated in SHR, 970 upregulated in SHR), and 938 for PD vs. SHR (620 downregulated in PD, 318 upregulated in PD) (Figure 3a). 

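The PD liver differed from SHR in Cdh17, which encodes liver-intestine cadherin, at 8.77 ± 0.14 in PD and 3.00 ± 0.17 in SHR (SD, n = 4; log2 fold change 5.77, 54.6-fold, adjusted p = 1.14e-09 from limma). Serpina3m, a serine protease inhibitor gene, was higher in PD by 4.87 (29.2-fold). Lipo1, a lipase gene, was higher in PD by 2.89 and the DNA replication factor gene Mcm10 by 2.75. Acnat1 was at background in PD and at least 21.4-fold lower than in SHR. RGD1309362 was at least 30.9-fold lower and Casp12, which encodes caspase 12, at least 7.51-fold lower than in SHR. Gfra1, a coreceptor for glial cell line-derived neurotrophic factor, had a log2 fold change of -3.38 (standard error 0.11, adjusted p = 2.10e-09 from limma), Pcp4l1 of -3.31, Akr1c13 of -2.68 and Cyp2c12 of -2.69. The drug-metabolizing cytochromes P450 went both ways between PD and SHR, with 4 of 24 measured genes higher in PD and 4 lower (5 and 6 adjusted over the list alone). Cyp2b1 had a log2 fold change of -3.05, while Cyp2d5 was higher by 2.03 and Cyp3a9 by 1.28. As a group they had a camera adjusted p of 0.881 and, for calls in either direction, a Fisher exact adjusted p of 0.000234. The copy of Table S6 read here holds 1998 probe sets for PD vs. BN, 1906 for SHR vs. BN and 770 for PD vs. SHR. The first and the third of these sheets were held in part. Of these probe sets, 1954, 1863 and 731 were called by limma in the same comparison, and all had the same direction as in the table.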

The complete lists of the differentially expressed genes are provided in Table S6.

### 3.5. Pathway Analysis 

Transcriptome analysis for the PD vs. SHR differentially expressed genes indicated significant enrichment of the pathways related to tryptophan metabolism, beta oxidation, retinol metabolism, and fatty acid biosynthesis (Figure 3b). 

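Within these pathways, PD and SHR livers differed in single enzymes and transporters. Cd36, the fatty acid translocase, which belongs to the retinol list, was at 7.16 ± 0.48 in PD and 3.84 ± 0.18 in SHR (SD, n = 4), a log2 fold change of 3.32 (standard error 0.21, adjusted p = 1.81e-06 from limma). The fatty acid desaturase genes Fads1 and Fads2 were lower in PD, with log2 fold changes of -2.27 (standard error 0.28, adjusted p = 0.000524) and -1.34 (standard error 0.23, adjusted p = 0.00516). Acmsd, an enzyme at a branch point of tryptophan breakdown to NAD or to acetyl-CoA, was lower, at -2.04 (standard error 0.25, adjusted p = 0.000613). In tryptophan metabolism, 4 of 28 measured genes were higher in PD, 2 were lower and 22 did not pass the test (5 higher and 2 lower when adjusted over the list alone). The 2 lower genes were Acmsd and Inmt (-1.79); Aldh1a1, a retinal dehydrogenase that is on this list and the retinol list, was higher by 1.03 and Acat1, an acetyl-CoA acetyltransferase, by 0.48. The camera adjusted p was 0.0601. In beta oxidation, 4 of 31 genes were higher and 4 lower (5 and 5 adjusted over the list alone). The lower ones included Cpt1a, the carnitine palmitoyltransferase of the outer mitochondrial membrane, at -0.91, Acad11, an acyl-CoA dehydrogenase, at -0.81, and Crot, the peroxisomal carnitine octanoyltransferase, at -0.71. Their camera adjusted p was 0.681. In retinol metabolism, 6 of 28 genes were higher and 3 lower (7 and 3 adjusted over the list alone), and the list was higher in PD with a median log2 fold change of 0.12 and a camera adjusted p of 0.0331 (adjusted p = 0.130 with an estimated correlation). Besides Cd36 and Aldh1a1, the retinol-oxidizing alcohol dehydrogenase genes Adh7 and Adh1c were higher, by 1.08 and 0.96. In fatty acid biosynthesis, 3 of 21 genes were higher and 2 lower (5 and 2 adjusted over the list alone). Scd, the stearoyl-CoA desaturase gene, was higher by 4.21 and Thrsp, a regulator of lipogenesis, by 1.21. The median of the list was 0.12, its mean 0.21 and the camera adjusted p 0.0632. By a one-sided Fisher exact test of the number of called genes in either direction, against all 14557 genes, the adjusted p values were 0.0122 for tryptophan metabolism, 0.00120 for beta oxidation, 0.000133 for retinol metabolism and 0.0149 for fatty acid biosynthesis. The study names these pathways on the same rats, so the counts are not independent evidence. The retinol call was lost without PD replicate 2 (or SHR replicates 2 or 3), where its highest adjusted p was 0.0562, with an offset of 16 and with a filter on dim probe sets. A second, dim Cd36 probe set was lower in PD (2.49 ± 0.05 against 3.27 ± 0.17, SD, n = 4).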

Interestingly, the same pathways were also the most significantly enriched for the SHR vs. BN comparison (Figure 3c), albeit with a different mix of enriched genes. 

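Between SHR and BN, single genes on these lists differed, among them 2 alcohol dehydrogenase genes, Cd36 and the desaturase genes Fads1 and Fads2. Adh4 had a log2 fold change of -2.73 (standard error 0.17, adjusted p = 1.65e-06 from limma), Cd36 of -2.62 (standard error 0.21, adjusted p = 1.05e-05; its second, dim probe set went the other way, 0.51, adjusted p = 0.0305) and Adh1c of -1.39 (standard error 0.11, adjusted p = 7.48e-06). Fads1 was higher in SHR by 1.81 and Fads2 by 1.62, while the desaturase gene Scd was not called. Crot was higher by 1.90 and Eci1, an enoyl-CoA isomerase of beta oxidation, by 1.19. In tryptophan metabolism, 8 of 28 genes were lower in SHR and 1, Aox1 (1.52), was higher (12 and 1 adjusted over the list alone). The lower genes included Kmo, the kynurenine 3-monooxygenase, at -0.98, Aldh1a1 at -0.95 and Echs1, an enoyl-CoA hydratase, at -0.72. This list was lower in SHR, with a median of -0.21 and a camera adjusted p of 0.00832 (adjusted p = 0.130 with an estimated correlation; Fisher exact adjusted p = 0.0106). Hepatocyte markers were lower in SHR as well, with medians of -0.11 for general (camera adjusted p = 0.0200), -0.32 for periportal (camera adjusted p = 0.00110) and -0.61 for pericentral markers (camera adjusted p = 0.00323), and adjusted p values of 0.130, 0.0595 and 0.201 with an estimated correlation. In beta oxidation, 6 of 31 genes were higher and 2 lower (7 and 3 adjusted over the list alone), with a camera adjusted p of 0.0827 and a Fisher exact adjusted p of 0.0405. In retinol metabolism, 1 of 28 genes was higher and 5 were lower (2 and 7 adjusted over the list alone). Its median was 0.01 while its mean was -0.27 and the test pointed down (camera adjusted p = 0.114; Fisher exact adjusted p = 0.118). In fatty acid biosynthesis, 3 of 21 genes were higher and 1 was lower (6 and 2 adjusted over the list alone; camera adjusted p = 0.164; Fisher exact adjusted p = 0.26). Of the 104 genes on the 4 lists, 26 were called in PD vs. SHR and 25 in SHR vs. BN, and 12 were called in both. Independent comparisons would share 6.25 (two-sided Fisher exact p = 0.00659), but these comparisons are not independent, and among all probe sets with a symbol they shared 353, where independence would give 83.7. Taken alone, the lists had Fisher exact p values of 0.00658 for retinol metabolism, 0.154 for beta oxidation, 0.228 for fatty acid biosynthesis and 0.352 for tryptophan metabolism. The 12 are Acaa2, Acad11, Adh1c, Adh7, Aldh1a1, Cd36, Crot, Echs1, Fads1, Fads2, Kmo and Rxra. Both comparisons use the 4 SHR arrays, so they share the errors of these arrays, and the lists were chosen because the study names them on these rats.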

In the PD vs. BN differentially expressed genes pathway enrichment analysis, the highest scoring results were rhodopsin-like G-protein-coupled receptors, proteasome degradation, fatty acid biosynthesis, cytoplasmic ribosomal proteins, and glucuronidation (Figure 3d). 

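In PD livers on HFD, some transcripts of glucuronidation enzymes of the Ugt2 family were among the largest decreases against BN. Ugt2b1, a UDP-glucuronosyltransferase, was at background in PD (2.31 ± 0.29) and at 8.63 ± 0.22 in BN (SD, n = 4), at least 60.7-fold lower. Its relatives Ugt2a3 and Ugt2b10 were lower, with log2 fold changes of -4.41 (standard error 0.13, adjusted p = 1.07e-09 from limma) and -2.37 (standard error 0.12, adjusted p = 1.97e-07). In all, 3 of 8 measured glucuronidation genes were lower and 0 higher (4 and 0 adjusted over the list alone). The list held 27 genes, and the measured ones include no Ugt1a gene, so most of the pathway was not tested. The median was -0.28, the mean -1.69 and the camera adjusted p 7.67e-05, with an adjusted p of 0.0238 with an estimated correlation; the Fisher exact adjusted p was 0.188. Genes of the proteasome were lower in PD, 15 of 39 measured, with 2 higher (20 and 3 adjusted over the list alone). The median was -0.29 and the camera adjusted p 6.11e-06 (adjusted p = 0.385 with an estimated correlation; Fisher exact adjusted p = 0.000424). They included Psma1 of the catalytic core (-0.78, standard error 0.11), Psmd1 and Psmc6 of the regulatory particle (-0.74 and -0.69) and the activator gene Psme4 (-0.76). Without the 3 members that are also on the interferon list, 15 of 36 were lower and 1 was higher. In fatty acid biosynthesis, 7 of 21 genes were higher and 1 was lower (8 and 1 adjusted over the list alone), with a median of 0.18 and a camera adjusted p of 0.0172 (adjusted p = 0.207 with an estimated correlation; Fisher exact adjusted p = 0.0276). Scd, the stearoyl-CoA desaturase gene, had by far the largest change on this list, higher by 4.82, and the mean of the list was 0.43. Thrsp was higher by 1.02, the elongase gene Elovl5 by 0.79 and Pklr, the liver pyruvate kinase, by 0.77. Of 45 cytoplasmic ribosomal protein genes, 12 were lower in PD and 2 higher (14 and 3 adjusted over the list alone), with a median of -0.14 and a camera adjusted p of 0.0405 (adjusted p = 0.333 with an estimated correlation; Fisher exact adjusted p = 0.0175). Rpl10 had a log2 fold change of -0.49 and Rpl6 of -0.55, while Rpl30 was higher by 1.74. This call was lost without BN replicate 2, BN replicate 3, PD replicate 1 or PD replicate 3, with adjusted p up to 0.0740. It was also lost with a second quantile normalization, cyclic loess normalization or a filter on dim probe sets, so it depends on the normalization. Of 133 class A G-protein-coupled receptor genes, the rhodopsin-like family without chemosensory receptors, 2 were lower, Lpar6 (-0.94) and Avpr1a (-0.83), and 2 were higher, Adra2c and the background-level Cckbr (2 lower and 1 higher adjusted over the list alone). Their median was 0.08, with a camera adjusted p of 0.308. Hepatocyte zone markers were lower in PD too, with medians of -0.50 for periportal (camera adjusted p = 6.11e-06, and adjusted p = 0.0238 with an estimated correlation) and -0.78 for pericentral markers (camera adjusted p = 0.000518, and adjusted p = 0.207 with an estimated correlation). The lists follow the pathways named on these rats and are not independent evidence.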

Interestingly, in both SHR vs. PD and SHR vs. BN comparisons, SHR displayed overexpression of complement activation, focal adhesion, and interferon signaling, and none of these pathways were significantly enriched in PD vs. BN comparison.

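Interferon-inducible genes were higher in SHR livers than in BN livers as a group. Of 51 measured, 26 were higher in SHR and 0 lower (30 and 1 adjusted over the list alone), with a median log2 fold change of 0.38 and a camera adjusted p of 4.66e-15 (adjusted p = 0.00774 with an estimated correlation). Irf7, a transcription factor of the interferon response, was at 5.09 in SHR and 2.96 in BN, a log2 fold change of 2.13 (standard error 0.08, adjusted p = 1.41e-08 from limma). Lgals3bp was higher by 1.60 and the immunoproteasome subunit gene Psmb8 by 1.15, and Usp18, at background in BN, was at least 2.05-fold higher. Against PD the same list was higher in SHR, with 17 genes lower in PD and 1 higher (26 and 3 adjusted over the list alone), a median of -0.36 for PD minus SHR and a camera adjusted p of 1.55e-12 (adjusted p = 0.00818 with an estimated correlation). For PD minus SHR, Irf7 had a log2 fold change of -1.61 and Lgals3bp of -1.34. In PD vs. BN, 11 interferon genes were higher and 4 lower (14 and 4 adjusted over the list alone), among them Ifi27 (1.16), Icam1 (1.01) and Ifit2 (-1.30), with a camera adjusted p of 0.0890 and a Fisher exact adjusted p of 0.0206. Of 23 complement genes, 6 were higher in SHR than in BN and 1 was lower (7 and 1 adjusted over the list alone; camera adjusted p = 0.0118, and adjusted p = 0.312 with an estimated correlation). In PD vs. SHR 6 were lower and 1 was higher (8 and 1 adjusted over the list alone; camera adjusted p = 0.0121, and adjusted p = 0.308 with an estimated correlation), with a median of -0.01 and a mean of -0.17. The initiating subunit genes C1qa, C1qb and C1qc, which Kupffer cells express, were higher in SHR than in BN by 0.69, 0.93 and 0.63. The remaining 20 genes had an unadjusted camera p of 0.0872 for SHR vs. BN and 0.118 for PD vs. SHR. In PD vs. BN 1 complement gene was called (camera adjusted p = 0.978). Markers of Kupffer cells and macrophages moved with these groups, with 6 of 14 higher in SHR than in BN and 0 lower (11 and 0 adjusted over the list alone), a median of 0.52 and a camera adjusted p of 1.09e-07 (adjusted p = 0.148 with an estimated correlation). Cd68 was higher by 1.07 and Timd4 by 0.79. Of 13 T and NK cell markers, 4 were higher in SHR than in BN and 0 lower (5 and 0 adjusted over the list alone; camera adjusted p = 0.00832, and adjusted p = 0.130 with an estimated correlation), and 3 were lower in PD than in SHR (4 adjusted over the list alone; camera adjusted p = 0.00455, and adjusted p = 0.0678 with an estimated correlation). Of 65 focal adhesion genes, 10 were higher in SHR than in BN and 3 lower (13 and 4 adjusted over the list alone), with a median of 0.09, a camera adjusted p of 0.0541 and a Fisher exact adjusted p of 0.0494. Parvb, which links integrins to actin, was higher by 0.83 and Actn1, an actin-crosslinking alpha-actinin, by 0.73. In PD vs. BN 4 were higher and 11 lower (5 and 14 adjusted over the list alone; camera adjusted p = 0.245), with Cav2, a caveolin, at -1.45 and Itga5, an integrin, at -0.80. The complement call for SHR vs. BN was lost without BN replicate 2 (adjusted p = 0.0569), and for PD vs. SHR with a second quantile normalization, cyclic loess normalization or a filter on dim probe sets. The study names these lists on the same rats, so they are not independent evidence.

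**Figure D1:**
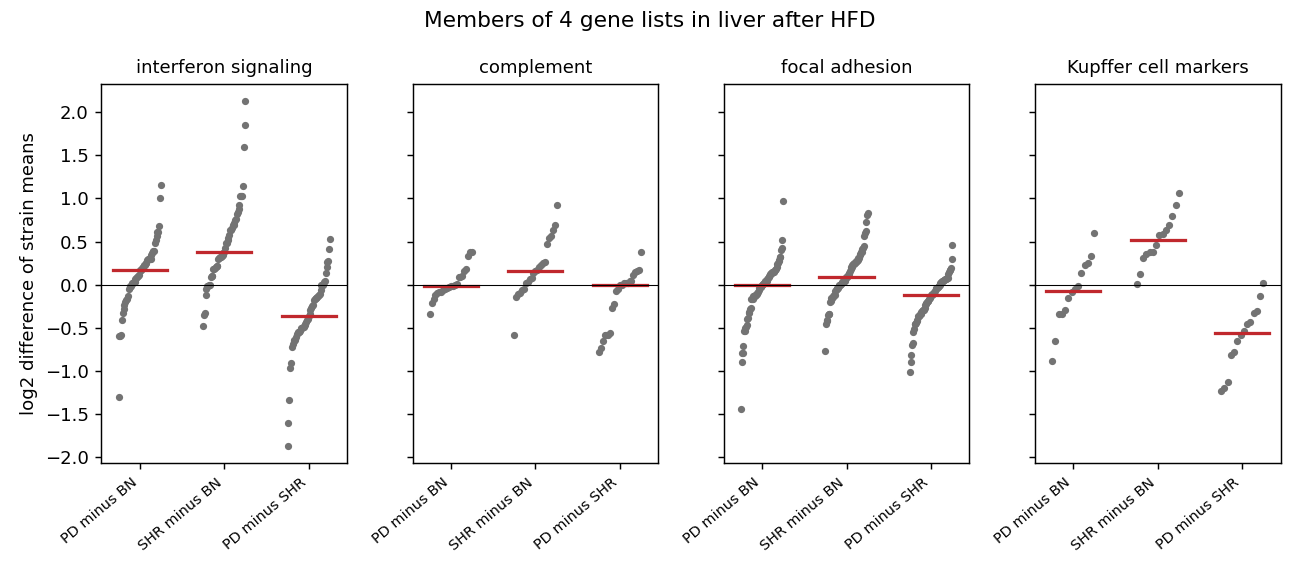
Log2 differences between strain means for each measured member of 4 gene lists, 1 gray point per gene sorted by value, with the list's median as a red line. For interferon signaling the median is 0.17 for PD minus BN, 0.38 for SHR minus BN and -0.36 for PD minus SHR, and for the Kupffer cell markers -0.07, 0.52 and -0.57.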

### 3.6. qPCR

We confirmed differential expression for 13 protein-coding genes with connection to MetS traits development using qRT-PCR. 

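Acsm3 was measured by a single probe set, at 8.30 ± 0.21 in BN, 7.69 ± 0.22 in SHR and 2.24 ± 0.33 in PD (SD, n = 4), where it lay within the background range. It was at least 48.5-fold lower in PD than in BN (log2 fold change -6.07, standard error 0.17, adjusted p = 7.61e-10 from limma) and at least 31.7-fold lower in PD than in SHR (-5.45, standard error 0.17, adjusted p = 2.10e-09). All 4 PD arrays lay below all arrays of the other strains. SHR was lower than BN (-0.61, adjusted p = 0.0431), a call that was lost in several settings, for example with each array centred on its median (adjusted p = 0.0562) or without BN replicate 1 (adjusted p = 0.115). The other medium-chain acyl-CoA synthetases were compared in the same way. Acsm1 was at 9.13 ± 0.07 in BN, 8.70 ± 0.06 in PD and 8.59 ± 0.09 in SHR (SD, n = 4), lower than BN in PD (-0.43, adjusted p = 0.00274) and in SHR (-0.53, adjusted p = 0.000788), with 0.11 between PD and SHR (adjusted p = 0.525). Acsm5 was at 6.09 ± 0.41, 4.98 ± 0.14 and 4.80 ± 0.08 (SD, n = 4), lower than BN in PD (-1.11, adjusted p = 0.00112) and in SHR (-1.29, adjusted p = 0.000459), with 0.18 between PD and SHR (adjusted p = 0.650). Acsm4 lay within the background range in all strains, at 2.18 ± 0.06, 2.26 ± 0.14 and 2.33 ± 0.14 (SD, n = 4), and was called in none of the 3 comparisons (adjusted p = 0.684 for PD vs. BN, 0.432 for SHR vs. BN and 0.756 for PD vs. SHR).

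**Figure D2:**
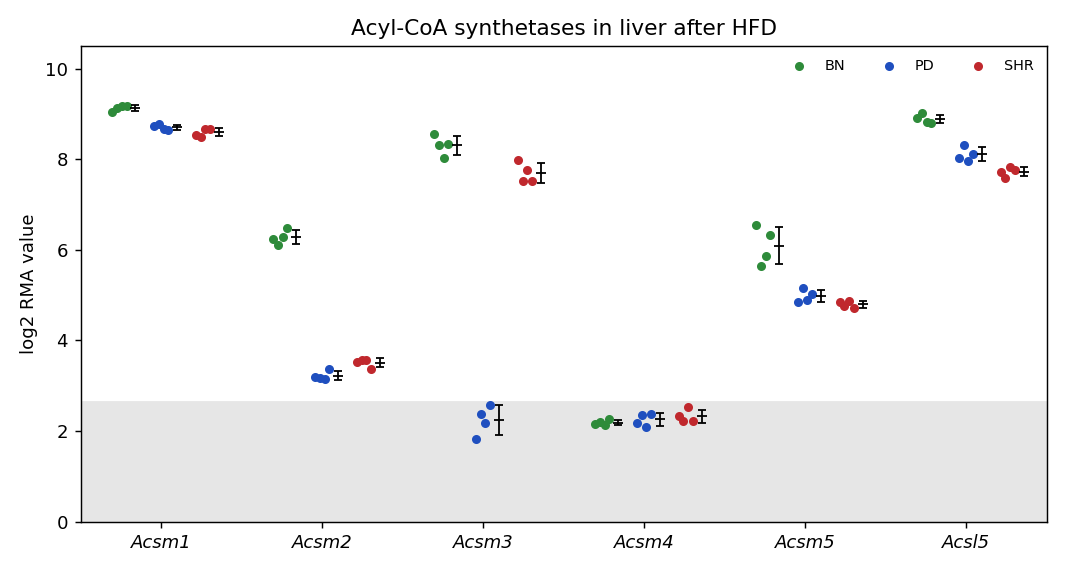
Log2 RMA values of 6 acyl-CoA synthetase genes in liver of BN (green), PD (blue) and SHR (red), 1 point per rat, with the mean and SD of the 4 rats in black. The gray band runs up to the mean background level of the 3 strains, and the 4 PD values of Acsm3 lie around 2.24, in this band.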

After finding that *Acsm3* (acylCoA-synthetase for medium-chain family member 3) hepatic expression was absent in the PD strain, we also measured the expression of three other closely related acyl-CoA-synthetases, which were not differentially expressed in the microarray data. The most substantial difference in expression was seen in *Scd1* (stearoyl-CoA-desaturase 1, Figure 4a), which was overexpressed in PD compared to the other strains (26-fold and 16-fold, compared to BN and SHR, respectively). We noticed significant downregulation in PD of genes involved in activation of FAs–*Acsm3* (acyl-CoA-synthetase medium-chain family member 3), *Acsm2a* (acyl-CoA-synthetase medium-chain family member 2A), especially the *Acsm3* gene, which was completely/nearly completely absent, as shown by failure of amplification by standard RT-PCR techniques (Figure 4a and Figure 5a). The expression levels of the remaining genes are shown in Figure 4a.

Since many of the genes differentially expressed in the liver exhibit a close connection to lipid metabolism, we measured the expression of selected genes (*Acsl5*, *Acsm2a*, *Acsm3*, *Casp12*, *Rgs16*, *Scd1*, *Sirt3*) in epididymal fat tissue using qPCR. We found a significantly higher expression of *Scd1* in PD compared to other strains; no other significant result was found. *Acsm3* and *Acsm2a* were practically not expressed in epididymal fat tissue (Figure 4b). Because we observed deregulated leptin levels in the PD strain, we determined Lep gene expression in epididymal fat tissue, which correlated with fat tissue mass in the strains (Figure 4c).

### 3.7. Sequencing of Acsm3

The absence of *Acsm3* expression in the liver of the PD strain compared to SHR and BN strains (Figure 5a) suggests a sequence variant in a tissue-specific cis-regulatory element (e.g., promoter, enhancer, differential splice site) precluding liver expression. However, sequencing of genomic DNA of the PD strain did not reveal any causal mutation in the *Acsm3* coding sequence, introns, and core promoter, which might explain the absence of transcript and ACSM3 protein. 

### 3.8. Western Blot Analysis

The absence of *Acsm3* liver expression in PD on the mRNA level prompted us to test the expression of the protein. Western blot analysis of liver tissue lysates proved the absence of ACSM3 protein in PD (Figure 5b).

## 4. Discussion

It is known that PD rats develop marked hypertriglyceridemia after being fed a high-sucrose diet [6]; however, the effects of a high-fat diet on the development of MetS have not been thoroughly tested yet. For the experiment and subsequent comparison, two other control rat strains were chosen, SHR and BN. SHR is also considered as a model of MetS: after high-sucrose diet feeding, rats of SHR develop MetS traits (including visceral obesity, lipid and glucose metabolism impairment), characterized by constitutive arterial hypertension [8]. The BN strain, on the other hand, does not develop MetS [5,6,7].

Six-month-old PD male rats fed standard chow had most metabolic and morphometric parameters indistinguishable from SHR and BN except for higher body weight. However, 4 weeks of HFD had a disproportionally strong impact on PD rats, leading to manifestation of MetS traits, such as obesity, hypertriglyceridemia, impaired oral glucose tolerance, and hyperinsulinemia. 

The most pronounced difference was markedly elevated TAG levels in PD rats compared to SHR. Interestingly, this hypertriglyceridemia was not accompanied by hepatic steatosis. This seemingly contradictory observation might be due to increased triglyceride release from the liver of PD rats as is suggested by the nearly 10 times higher VLDL triglycerides in the plasma of PD rats when compared to SHR and BN rats (Figure 2b). This mechanism can be supported by upregulation of one of the lipogenesis genes in liver transcriptome—*Scd1*, encoding the stearoyl-CoA-desaturase 1 enzyme. 

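Scd, the gene of stearoyl-CoA desaturase 1 (Scd1), was at 7.79 ± 0.67 in PD, 2.97 ± 0.28 in BN and 3.58 ± 0.30 in SHR (SD, n = 4). It was 28.2-fold higher in PD than in BN (log2 fold change 4.82, standard error 0.28, adjusted p = 6.02e-07 from limma) and 18.5-fold higher than in SHR (4.21, standard error 0.28, adjusted p = 3.16e-06). SHR and BN differed by 0.60 (adjusted p = 0.250). Among genes of lipoprotein assembly and clearance, Apoa4, an apolipoprotein of triglyceride-rich particles, was higher in PD than in BN by 2.50 (standard error 0.25, adjusted p = 6.82e-05) and than in SHR by 2.02. Angptl8, which encodes an inhibitor of triglyceride clearance, was higher by 1.77 and 2.30 in the same comparisons. Pltp, the phospholipid transfer protein gene, was higher than in BN by 0.78. Apoa5, which promotes triglyceride clearance, was lower than in BN, at -0.40. Of the 25 measured genes of this list, 4 were higher and 2 lower in PD vs. BN (5 and 2 adjusted over the list alone), and 3 were higher and 3 lower in PD vs. SHR (4 and 5 adjusted over the list alone). As a group they had a camera adjusted p of 0.843 and 0.881, and a Fisher exact adjusted p of 0.240 and 0.00721 for calls in either direction.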

Higher expression of *Scd1* is possibly compensatory due to a high FAs supply and could be accompanied by higher VLDL output in PD. Alternatively, increased VLDL levels can be due to decreased lipolysis, as chylomicron levels were also excessively high. In addition, significantly higher diacylglycerol (DAG) levels were found in the liver of both PD and BN strains compared to SHR. It is not clear whether increased DAG levels predispose PD rats to insulin resistance [25,26].

Liver transcriptome pathway analysis showed significant downregulation of focal adhesion, adipogenesis, triacylglycerol synthesis, and lipid droplet metabolism pathways in PD in relation to SHR. 

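Genes of focal adhesion and of triacylglycerol synthesis were lower in PD than in SHR liver as groups by camera with the preset correlation, but not with an estimated one (adjusted p = 0.0518 and 0.129). Actn1 had a log2 fold change of -1.01 (standard error 0.14, adjusted p = 0.00182 from limma), Parvb of -0.81 (standard error 0.13, adjusted p = 0.00309) and Pdgfra, a growth factor receptor of stellate cells, of -0.70 (standard error 0.10, adjusted p = 0.00162). Agpat3, an acylglycerol-phosphate acyltransferase, was at -0.56 and Plpp3, a lipid phosphate phosphatase, at -0.50. In focal adhesion, 9 of 65 measured genes were lower, 0 were higher and 56 did not pass the test (16 lower and 1 higher adjusted over the list alone). The median was -0.12 and the camera adjusted p 1.73e-05 (adjusted p = 0.0518 with an estimated correlation). Stellate cell and fibroblast markers, 5 of which are also on the focal adhesion list (Col1a1, Col1a2, Col3a1, Pdgfra and Pdgfrb), were lower too, with 2 of 13 lower and 0 higher (5 and 1 adjusted over the list alone; median -0.11, camera adjusted p = 0.0282, and adjusted p = 0.107 with an estimated correlation), a call lost without PD replicate 1, PD replicate 2 or SHR replicate 2 (adjusted p up to 0.0632). In triacylglycerol synthesis, 4 of 17 genes were lower and 0 higher (4 and 0 adjusted over the list alone), with a median of -0.11 and a camera adjusted p of 0.0282 (adjusted p = 0.129 with an estimated correlation). In adipogenesis, 2 of 69 genes were higher and 3 lower (3 and 4 adjusted over the list alone), with a median of 0.03, a mean of -0.02 and a camera adjusted p of 0.881. The lower ones included Lpl, the lipoprotein lipase gene, at -0.62. Of 16 lipid droplet genes, 1, Cidec (0.52), was higher and 0 were lower (1 and 0 adjusted over the list alone), with a median of 0.01 and a camera adjusted p of 0.962. The call of Cidec was lost in several settings. The stellate marker call was also lost with a second quantile normalization and with a filter on dim probe sets. The triacylglycerol synthesis call was lost without PD replicate 4 (adjusted p = 0.0573) and with the same filter. These 4 lists follow pathways the study names on the same rats and are not independent evidence.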

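Some prostaglandin genes were lower in PD than in SHR liver. Ptger3, a receptor of prostaglandin E2, had a log2 fold change of -1.10 (standard error 0.16, adjusted p = 0.00221 from limma), Ptgs1, the cyclooxygenase 1 gene, of -0.86 (standard error 0.14, adjusted p = 0.00491) and Tbxas1, the thromboxane A synthase gene, of -0.83. Of 30 measured genes of prostaglandin synthesis and regulation, 4 were lower and 0 higher (7 and 0 adjusted over the list alone). The median was -0.14 and the camera adjusted p 0.00452 (adjusted p = 0.0518 with an estimated correlation; Fisher exact adjusted p = 0.150). The same list had a camera adjusted p of 0.272 in PD vs. BN and of 0.254 in SHR vs. BN, where Ptgs1 was higher in SHR by 1.12. Whether the strains differ in the size of these effects was not tested. Anxa5, an annexin on the list, was lower than BN in both PD (-2.35) and SHR (-2.21). Immune cell markers moved with this group. Of 14 markers of Kupffer cells and macrophages, 9 were lower in PD than in SHR and 0 higher (11 and 0 adjusted over the list alone), with a camera adjusted p of 1.55e-12 (adjusted p = 0.0678 with an estimated correlation). Cd5l had a log2 fold change of -1.24 and Cd68 of -0.81, and Timd4, at background in PD, was at least 1.85-fold lower. Of 13 T and NK cell markers, 3 were lower and 0 higher (4 and 0 adjusted over the list alone), with a median of -0.13 and a camera adjusted p of 0.00455 (adjusted p = 0.0678 with an estimated correlation), among them Cd4 (-0.87) and Cd8a (-0.91). The prostaglandin list was chosen because the study names it on these rats, so its direction is not independent evidence.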

We also found that pathways associated with chronic or acute inflammatory processes-prostaglandin synthesis, interferon signaling, and complement activation were uniquely downregulated in PD in comparison to the SHR strain. Several studies showed the important role of innate immune activation as a key factor in triggering and amplifying hepatic inflammation in NAFLD/NASH [27]. Other papers described proinflammatory fatty liver disease induced by overnutrition-triggered lipotoxicity [28]. However, there was no immune activation in PD as indicated by the serum cytokine levels. We can only speculate whether long-term HFD feeding would not lead to more dramatic differentiation in systemic inflammation among the strains.

Another finding potentially relevant for MetS pathogenesis in PD was a significantly lower relative leptin serum level (after correction to fat tissue weight). After HFD, the absolute serum leptin level was highest in PD, but supposing a linear correlation between the serum leptin level and fat tissue amount, our data showed a deficient serum leptin level in PD when corrected to the fat tissue amount. This suggests impairment of the leptin pathway after HFD. A similar finding was described previously [29] and based on this fact, it is possible that after longer-term HFD feeding, leptin levels could become elevated, and correlate with fat reserves. However, since there could be insufficient signal provided to the hypothalamus in PD about energy reserves, it could fail to prevent higher energy intake, which we indeed observed in PD in the 4-week HFD feeding course compared to the other strains that exhibited a plateau phase, after an initial weight increase. Leptin gene expression in epididymal fat corresponded to the fat tissue amount in all strains. The putative defect is thus more likely to arise during translation, processing, or secretion. This hypothetical dysregulation of energy intake can contribute to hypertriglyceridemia and obesity seen in PD [10,30].

PD strain displays significant downregulation of three acyl-CoA-generating enzymes (ACSM3, ACSM2A, ACSL5), which can contribute to the lower ability to utilize fatty acids and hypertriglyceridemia in this strain. 

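Acsm2, a medium-chain acyl-CoA synthetase gene, was at 6.28 ± 0.15 in BN, 3.23 ± 0.10 in PD and 3.51 ± 0.10 in SHR (SD, n = 4). It was 8.28-fold lower in PD than in BN (log2 fold change -3.05, standard error 0.09, adjusted p = 1.07e-09 from limma) and 6.80-fold lower in SHR than in BN (-2.76), with -0.29 between PD and SHR (adjusted p = 0.124). Acsl5, a long-chain acyl-CoA synthetase gene, was at 8.89 ± 0.09, 8.11 ± 0.16 and 7.73 ± 0.10 (SD, n = 4), lower than BN in PD (-0.78, adjusted p = 0.000231) and in SHR (-1.16, adjusted p = 1.13e-05). Acsl5 was higher in PD than in SHR by 0.38 (adjusted p = 0.0401), a call lost with arrays centred on their medians (adjusted p = 0.0844) and in other settings. The list of acyl-CoA synthetases held 17 measured genes, without Acsm3, Acsm5 and Acsl5, which have no symbol in the platform annotation. In PD vs. BN 2 were higher and 4 lower (3 and 4 adjusted over the list alone; camera adjusted p = 0.675). Acsf2, a mitochondrial acyl-CoA synthetase gene, was higher in PD than in BN by 2.19 and than in SHR by 1.35, and Slc27a5, the bile acid and very long-chain acyl-CoA synthetase gene, was lower in PD than in BN, at -1.03. In PD vs. SHR Acsf2 was the only member called (2 higher and 3 lower adjusted over the list alone; camera adjusted p = 0.896). From the lower levels of ACSM3, ACSM2A and ACSL5 in PD, the paper proposes a lower ability to utilize fatty acids, and with it a contribution to the raised triglycerides of this strain.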

ACSM3 belongs to a family of enzymes conjugating medium-chain fatty acids (C4-C14) to coenzyme A. At least some members can also contribute to excretion of xenobiotics by activating carboxylic compounds (e.g., benzoate, salicylate) before conjugation with glycine [31,32]. The human genome contains seven members of the family (*ACSM1*, *2A*, *2B*, *3*, *4*, *5*, and *6*). Except *ACSM4* and *6*, all are localized to a ~400-kb cluster on chromosome 16 [10] (hg38 chr16:20409534-20797581). In the rat, the family is contained in the syntenic region on chromosome 1, including *Acsm4* but excluding *Acsm2b* since *Acsm2* is not duplicated (rn6 chr1:189241593-189541233). The function of individual family members is far from elucidated [32]. Interestingly, *Acsm3* was previously identified as a candidate gene for hypertension and other MetS traits as part of the SAH (spontaneously hypertensive rat-clone A-hypertension associated, together with *Acsm2* and *Acsm1*), but the association with hypertension was not confirmed [33,34]. The main substrates of ACSM3 enzyme are C4 fatty acids, such as butyrate and isobutyrate [35]. Butyrate can enter mitochondria for fatty acid oxidation after activation by ACSM3 or can serve as a signaling molecule regulating lipid and glucose metabolism [36]. An increased concentration of short-chain fatty acids has beneficial effects on MetS [36,37]. *Acsm3* deficiency can thus perform a protective role via putatively increasing butyrate levels. However, conversely, there can be a detrimental effect due to the relative butyrate increase with normal acetate and propionate levels. Notably, the *ob/ob* mouse microbiome has a higher proportion of butyrate over propionate and acetate producers [37]. It can be noted that the normal reaction of ACSM group transcripts in the liver after HFD seems to be upregulation, which could increase the efficiency of the liver for fat storage [38]. An absence of ACSM3 in PD can thus decrease the rate of fatty acid utilization by the liver, resulting in hyperchylomicronemia. Association studies using a large cohort (4000 subjects) representing the general population in Japan found polymorphisms in the *ACSM3* gene that were strongly associated with plasma triglyceride, plasma cholesterol, body mass index (BMI), waist-to-hip ratio (W/H), and blood pressure status. The effect of this genotype on blood pressure seemed to be conveyed through its effects on BMI and W/H [39]. Similar associations of *ACSM3* gene polymorphisms with obesity were reported by Benjafield et al. [30] and Telgmann et al. [40]. One GWAS reported an association between the *ACSM* cluster and dietary patterns [41]. Even though most of these association studies with *ACSM3* as a candidate gene used less stringent statistical criteria compared to GWAS, these results are reproducible and provide compelling evidence for *ACSM3* gene involvement in obesity and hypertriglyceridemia. In addition, in BXH/HXB recombinant inbred strains derived from BN and SHR progenitors [42], hepatic expression of the *Acsm3* gene correlates inversely with the relative weight of epididymal fat (*r* = −0.53, *p* = 0.006) and with adipocyte volume (*r* = −0.50, *p* = 0.009) [43]. None of the studies, to the best of our knowledge, reported an absence of *Acsm3* expression in the liver in connection with MetS, and *Acsm3*-deficient mice were only studied regarding hypertension [34]. Potentially interesting information about the signaling and metabolic functions of *ACSM3* comes from studies of hepatocellular carcinoma, where its downregulation is associated with poor prognosis. In tumor cells, *ACSM3* mRNA was upregulated by HNF4α, downregulated by PPAR-γ, there was a negative feedback loop between ACSM3 and AKT, and *ACSM3* expression correlated with fatty acid beta oxidation [44,45]. In addition, our previous experiments in rats that were fed a normal diet also showed zero hepatic expression of the *Acsm3* gene in the PD strain while the gene was expressed in SHR [46]. The fact that *Acsm3* is not expressed in the liver of PD rats fed both control and HFD suggests the possibility of primary genetic effects of the *Acsm3* PD variant on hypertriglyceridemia, the limitation being that we do not have a complete transcriptomic profile of unchallenged PD.

Together, these results strongly suggest that *Acsm3* may play a significant role in MetS development in the PD strain. The level of this significance, in a polygenic MetS model, such as PD, can be answered by transgenic rescue experiments in PD rats.

## 5. Conclusions

The aim of our study was a closer characterization of two rat models of MetS with distinct phenotypes and gene expression differences. We found that the PD strain was most susceptible to developing MetS after being fed a high-fat diet. Molecular pathway analysis of differentially expressed genes in the liver suggests a deficiency in lipid utilization as the major contribution to MetS development in PD, with a loss of function of *Acsm3* as the most relevant candidate gene for this intrinsically polygenic model.

## Figures and Tables

**Figure 1:**
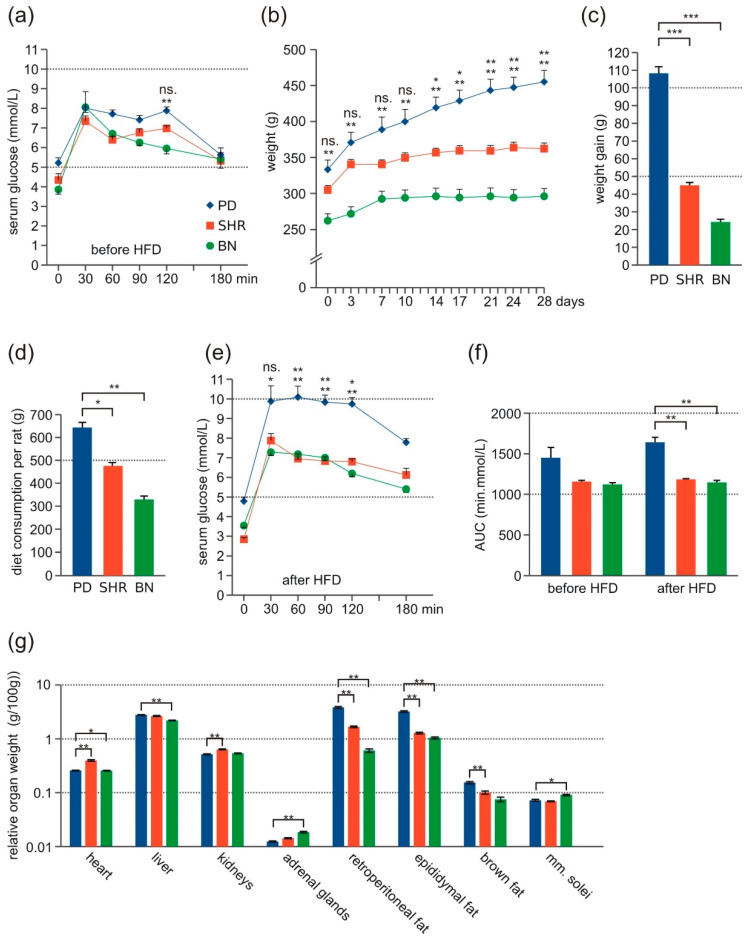
Glucose tolerance and morphometric profile of adult male rats-PD (blue, *n* = 7), SHR (red, *n* = 6), and BN (green, *n* = 7–8). (**a**) Oral glucose tolerance test (OGTT)-time course of glucose level before HFD. (**b**) Time course of body weight during HFD feeding. (**c**) Absolute weight gain during HFD feeding. (**d**) Consumed diet amount per rat of each strain during HFD feeding. (**e**) OGTT-time course of glucose level after HFD. (**f**) The area under the curve (AUC) of OGTT before and after HFD. (**g**) Relative tissue weights per 100 g body weight after HFD. Data are presented as arithmetic means ± SEM. Statistical significance levels for the factor strain of repeated measurements ANOVA (weight, OGTT), one-way ANOVA (weight gain, consumed diet, tissue weight) or two-way ANOVA (AUC) are indicated for pair-wise post hoc Tukey’s test as follows: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. For post-hoc OGTT and weight, the upper symbol corresponds to PD vs. SHR comparison, the bottom symbol represents PD vs. BN comparison, ns. = not significant.

**Figure 2:**
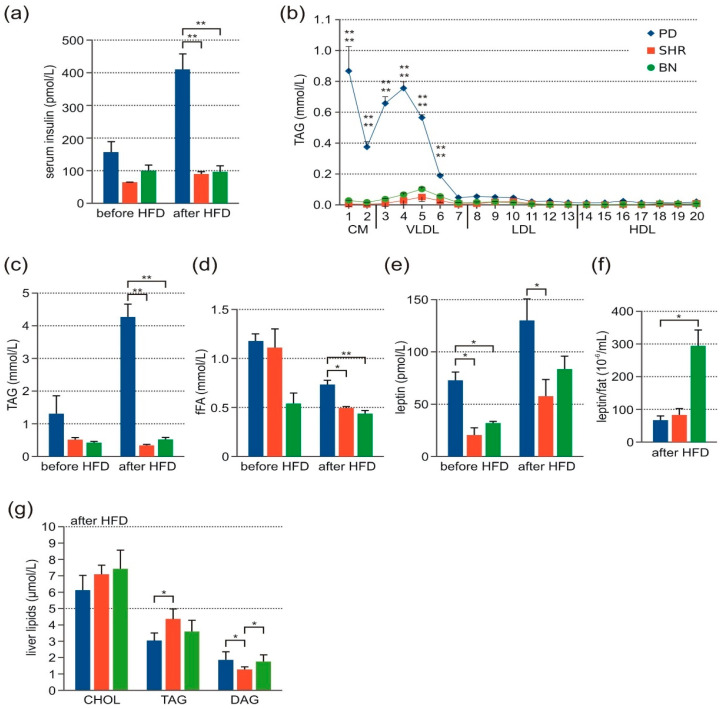
Laboratory findings in adult male rats-PD (blue, *n* = 3–7), SHR (red, *n* = 3–6), and BN (green, *n* = 3–8). (**a**) Insulin levels before and after HFD. (**b**) TAG levels after HFD in 20 lipoprotein fractions. (**c**) Total TAG levels before and after HFD. (**d**) Free FAs before and after HFD. (**e**) Absolute leptin blood level before and after HFD. (**f**) Relative leptin blood level (after correction to fat tissue amount) after HFD. (**g**) Cholesterol, TAG, and DAG levels in liver tissue. Data are presented as arithmetic means ± SEM. Statistical significance levels for the factor strain of repeated measurements ANOVA (cholesterol and TAG in 20 lipoprotein fractions) or one-way ANOVA (insulin levels, total TAG, fFAs, leptin, cholesterol, TAG, and DAG in liver tissue) are indicated for pair-wise post hoc Tukey’s test as follows: * *p* < 0.05, ** *p* < 0.01. For post-hoc TAG levels, the upper symbol corresponds to PD vs. SHR comparison, the bottom symbol represents PD vs. BN comparison.

**Figure 3:**
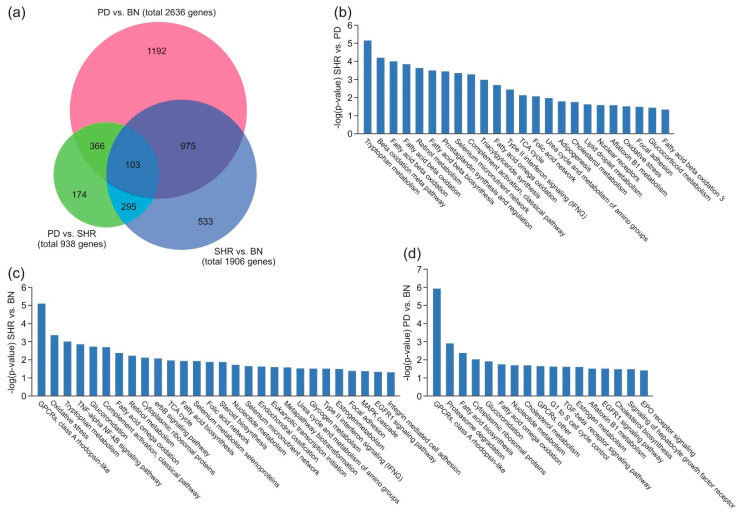
Differentially expressed genes in the liver after HFD. Venn diagram (**a**), pathway enrichment analysis using Transcriptomic analysis console software (**b**–**d**). (**b**) Pathway enrichment analysis-SHR vs. PD comparison. (**c**) Pathway enrichment analysis—SHR vs. BN comparison. (**d**) Pathway enrichment analysis − PD vs. BN comparison.

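By camera, 18 of the 43 tested lists differed between PD and SHR, 4 higher and 14 lower in PD. Between SHR and BN 14 differed, 7 higher and 7 lower in SHR, and between PD and BN 8 differed, 1 higher and 7 lower in PD. With an estimated correlation 2, 1 and 2 lists were called in PD vs. BN, SHR vs. BN and PD vs. SHR. The 2 lists called in PD vs. SHR in this stricter way were interferon signaling and glucuronidation. Of 8 measured glucuronidation genes, 4 were lower in PD than in SHR and 0 higher (4 and 0 adjusted over the list alone). The median was -0.47 and the camera adjusted p 7.55e-08, with an adjusted p of 0.00818 with an estimated correlation. Of the 27 listed genes, no Ugt1a gene was measured. Ugt2b1 was at least 15.2-fold lower in PD, and Ugt2a3 and Ugt2b10 were lower, with log2 fold changes of -3.60 and -2.06. Targets of PPAR-alpha, the fatty acid sensing nuclear receptor, were higher in SHR than in BN in 11 of 23 measured cases and lower in 3 (12 and 3 adjusted over the list alone). The median was 0.36 and the camera adjusted p 0.000326 (adjusted p = 0.302 with an estimated correlation). Fgf21, a liver hormone of fasting, was higher by 2.46 in SHR and by 2.32 in PD than in BN, and Acot2, a mitochondrial acyl-CoA thioesterase gene, by 2.05 and 1.27. Genes of fatty acid omega oxidation were lower in SHR than in BN in 7 of 15 cases and higher in 3 (7 and 3 adjusted over the list alone; median -0.21, camera adjusted p = 0.00100, and adjusted p = 0.0516 with an estimated correlation). The cytoplasmic ribosomal protein list was lower in SHR too, with 8 of 45 genes lower and 1 higher (9 and 2 adjusted over the list alone; median -0.13, camera adjusted p = 0.00334, and adjusted p = 0.148 with an estimated correlation).

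**Figure D3:**
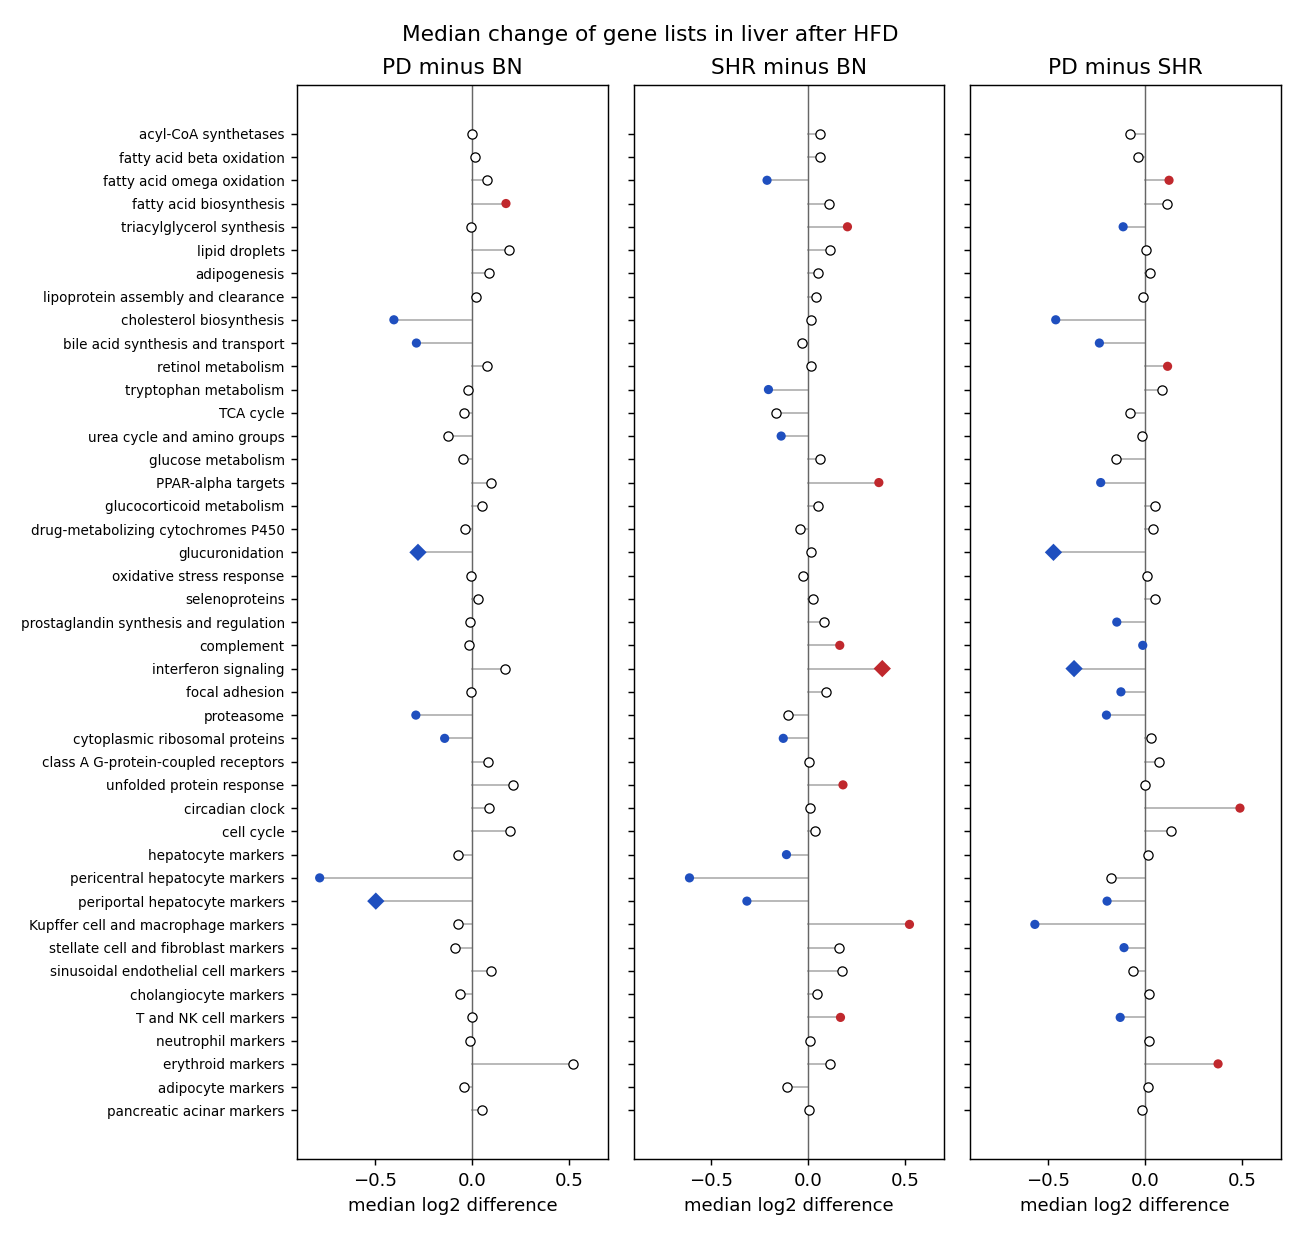
Median log2 difference of each of the 43 tested gene lists for PD minus BN, SHR minus BN and PD minus SHR. Filled symbols passed camera with the preset correlation (red, higher in the first strain; blue, lower), diamonds also with an estimated correlation, and open circles did not pass; glucuronidation is a diamond in PD minus BN (median -0.28) and in PD minus SHR (median -0.47).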

**Figure 4:**
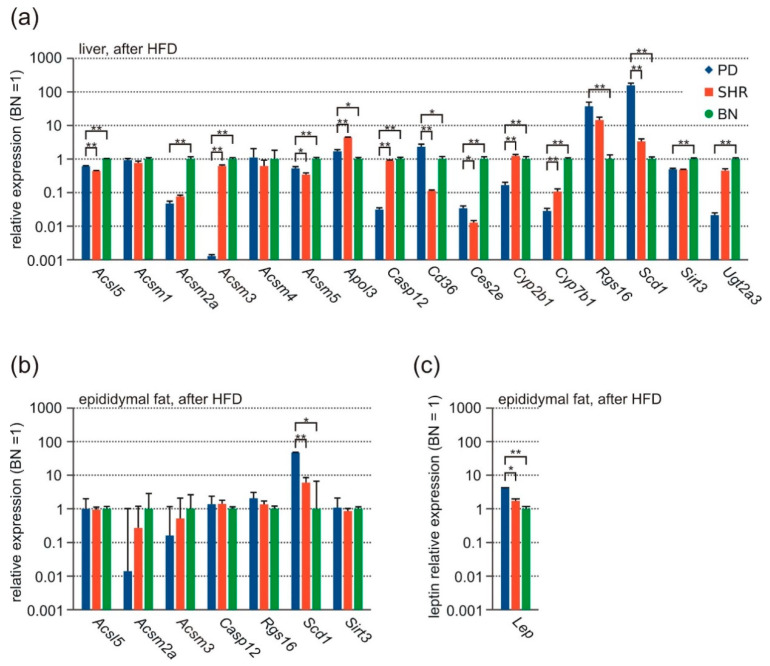
Gene expression (qPCR) after HFD in adult male rats-PD (blue, *n* = 7), SHR (red, *n* = 6), and BN (green, *n* = 8). (**a**) Liver tissue. (**b**) Epididymal fat tissue. (**c**) Leptin expression in epididymal fat. Data are presented as arithmetic means ± SEM. Statistical significance levels for the factor strain of one-way ANOVA are indicated for pair-wise post hoc Tukey’s test as follows: * *p* < 0.05, ** *p* < 0.01.

**Figure 5:**
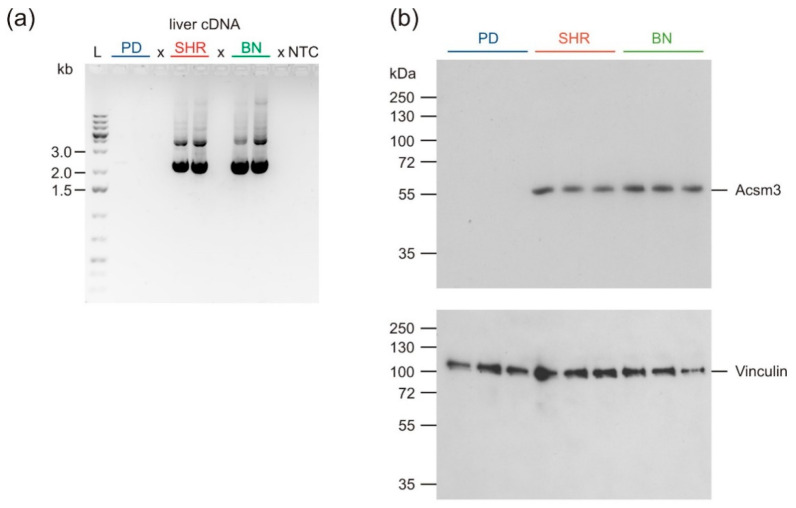
Expression of *Acsm3* in the liver of adult male rats-PD (blue), SHR (red), and BN (green); after HFD. (**a**) RT-PCR of *Acsm3*, visualized on gel electrophoresis (two representative samples for each strain). Primers flank the complete coding sequence; the expected size of the PCR product is 2296 bp. (**b**) Western blotting of ACSM3 (expected molecular weight of the mature polypeptide 63.2 kDa). Vinculin (expected molecular weight 116.6 kDa) was used as the loading control (three representative samples for each strain).

## Data Availability

The microarray data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [16] and are accessible through GEO Series accession number GSE164176.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/nu13051462/s1, Table S1: High-fat diet composition, Table S2: Primers used for (q)PCR and sequencing, Table S3: Cholesterol concentration in lipoprotein fractions, Table S4: Serum concentration of selected hormones, Table S5: Serum concentration of selected cytokines, Table S6: List of differentially expressed genes.

# Supplementary material for: Hepatic Transcriptome Profiling Reveals Lack of Acsm3 Expression in Polydactylous Rats with High-Fat Diet-Induced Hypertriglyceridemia and Visceral Fat Accumulation
**Source:** Nutrients. 2021 Apr 25;13(5):1462. doi: 10.3390/nu13051462
**Supplement:** Supplementary file 1

Table S1. High fat diet composition

**Crude nutrients**	%
Dry matter	95.1
Crude protein (Nx6,25)	20.8
**Crude fat**	**30.2**
Crude fibre	5.0
Crude ash	5.6
N free extracts	33.4
Starch/Dextrins	22.1
Sugar	13.0

**Fatty acids**	%
C 4:0	0.12
C 6:0	0.11
C 8:0	0.50
C 10:0	0.45
C 12:0	2.81
C 14:0	1.77
C 16:0	8.57
C 16:1	0,4
C 17:0	0.13
C 18:0	2.63
C 18:1	8.83
C 18:2	1.60
C 18:3	0.12
C 20:0	0.07
C 20:1	0.01
C 20:4	0.02
**Cholesterol (mg/kg)**	**171**

How the deposited data were processed for this re-analysis (not part of the article)

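Liver RNA of 12 male rats, 4 each of the BN, PD and SHR strains, was measured on Affymetrix Rat Gene 2.1 arrays, 1 array per rat, after 4 weeks of HFD (30% fat, 50% of energy from fat) that began at 6 months of age. RNA had an integrity number above 8. All 12 deposited arrays were mapped to a strain and a replicate number, and no other array is in the series.

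The authors made the deposited log2 values with robust multiarray averaging (RMA) in Transcriptome Analysis Console, which includes background correction, quantile normalization over the arrays and the summary of probes per probe set. These steps were not repeated, and the values were used as deposited. The strain averages in Table S6 are Tukey biweight means of the same values, with a median difference of 0.00254 to 0.00269 from means computed in that way and a largest difference of 0.0845, and the p values in Table S6 lie close to those of an unmoderated linear model over the 3 strains. Of Table S6, the sheets for PD vs. BN and PD vs. SHR were read in part.

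The strains were compared in R 4.3.3 with limma 3.58.1, with 1 coefficient per strain in a single model of all 12 arrays, so that the 3 comparisons share 1 estimate of the spread per probe set (3.34 prior degrees of freedom). Tests were two-sided, and p values were adjusted by Benjamini–Hochberg over 36685 probe sets within a comparison. Calls required an adjusted p under 0.05 and a linear fold change above 1.2. Counts cover the 15653 probe sets with a symbol; 21032 probe sets have no symbol in the platform annotation used here. Acsm3, Acsm5, Acsl5, Fasn and Acaca are among the genes without one, so the gene lists do not include them. The housekeeping gene Ppia is covered only by probe sets with several symbols and is not reported.

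The named genes were chosen by a rule set in advance: in each comparison the 10 largest increases and the 10 largest decreases among the called probe sets with exactly 1 symbol whose 4 values in one strain all lay above the 4 in the other, every gene the paper names for liver expression, and for each list up to 4 called members with the largest change per comparison. For a gene with several probe sets the one with the highest mean was used. Values in Table S6 for the genes the paper names, and for the first entries of its sheets, had been seen by then. Genes at background in 1 strain only that fall outside this rule are named in the closing section and were chosen after their values were seen.

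A probe set was called background where the strain mean lay under the mean, over the strain's arrays, of the 95th percentile of 1314 chemosensory receptor probe sets, since liver is taken not to express these genes. A fold change against such a strain was computed against the mean of its arrays after each value under the 95th percentile of its own array was raised to that percentile, and is given as a lower bound. By this measure 18981 probe sets in BN, 19404 in PD and 18721 in SHR were within the background range. The signal over background limits what can be said of these probe sets.

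Gene lists were tested with camera, two-sided, on 14557 genes with 1 probe set each, with an inter-gene correlation of 0.01 and adjustment over 43 lists. The B cell markers had fewer than 5 measured genes and were not tested. Over-representation of called genes was tested with a one-sided Fisher exact test against the same 14557 genes. The pathway lists were written from general knowledge of these pathways and are not the lists of the console software.

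Other choices were tried on the counts of called probe sets, and on the named genes and lists where they apply: a second quantile normalization, cyclic loess, centring on array medians, an offset of 16 on the linear values, a filter at a mean log2 of 4, probe sets with a symbol alone, 1 probe set per gene, the 8 arrays of a pair, a variance trend with robust estimation, an unmoderated model, a Tukey post hoc test, no fold threshold or one of 1.5, the replicate number as a block, and leaving out each array in turn. Lists were not recomputed with the probe sets with a symbol alone, 1 probe set per gene, the unmoderated model, the Tukey test or other fold thresholds, and named genes not with other fold thresholds. The filter left out some genes and lists. For lists an estimated correlation, the rotation test fry and the Fisher exact test were added. The splits of the 8 arrays of each pair of strains into 4 and 4 (35 each, the real one included) and 100 groupings of all 12 arrays were counted.

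The replicate numbers do not pair the arrays: deviations from the strain means of same-numbered arrays had a median correlation of 0.0220 across probe sets, against -0.00905 for differently numbered ones. No pair of arrays of a strain was nearly identical (smallest root mean square difference 0.307). The procedure was tested on simulated data with the spread of these arrays, in which 50.7%, 85.1% and 100% of probe sets changed by 1.5-, 2- and 4-fold in PD vs. BN were recovered, and 6, 0 and 11 unchanged probe sets were called in the 3 comparisons. The number of arrays per strain limits the precision of every value. Quantitative PCR, western blots, RT-PCR, sequencing, morphometry and serum measurements are not analysed here.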

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

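The comparison of the Kupffer cell markers with markers of other cell types was chosen only after the result was seen, and the 3 patterns weighed here were picked after the gene list results were known.

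Some probe sets lay within the background range in 1 strain only, at least 1 log2 unit below both other strains: 11 in PD, 3 in SHR and 0 in BN. Those in PD are Acsm3, Ugt2b1, Casp12, RGD1309362, Ifgga2l1, Slc2a12, Stxbp5l and 4 without a name here, and those in SHR are Mmd2 and 2 without a name; these genes were singled out after their values were seen. The ratio of the BN count to the smaller of the other counts was 0, which strain variants under probes designed on the BN reference would give, so such variants may account for some of these losses. In the other direction, 42 probe sets lay above the background range in BN only, 7 in PD only and 10 in SHR only, at least 1 log2 unit above both other strains. Those of BN include Adh6 and Ces2e, for which such variants were not tested. RGD1309362 and Ifgga2l1 are neighbours in the GRCr8 annotation, and a share of 0.0056 of 10000 random draws had at least as many neighbouring pairs, which is consistent with a joint loss but rests on 1 pair. A true lack of the transcripts in PD and SHR stays open as the biological explanation, and array values alone decide none of these. For Acsm3 the paper found no RT-PCR product and no protein in PD liver, by assays that use no array probes and are not analysed here. The paper also reports that qPCR bore out the differential expression of further genes tied to metabolic syndrome. That qPCR is not analysed here either, so other genes named here may not rest on array probes alone.

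Kupffer cell and macrophage markers were higher in SHR than in BN by a median log2 fold change of 0.52, a call lost with an estimated correlation (adjusted p = 0.148). A lower share of hepatocytes would raise the markers of all other cell types alike. The cholangiocyte markers had a median of 0.046, the stellate cell markers of 0.16 and the endothelial markers of 0.17, below the Kupffer median by more than the spread of its members (SD 0.29). However, the 5 cholangiocyte markers averaged only 3.08 to 3.22 in SHR, where background was 2.57. The stellate and endothelial members had SDs of 0.62 and 0.49, with calls both ways. This comparison therefore does not decide whether a lower share is the whole cause. The hepatocyte markers were lower in SHR (median -0.11, camera adjusted p = 0.0200, and adjusted p = 0.130 with an estimated correlation), as a lower share would give. A single array does not carry the pattern, since the median was at least 0.44 whichever SHR or BN array was left out. More Kupffer cells, or more transcripts per cell, may both underlie it, and no test here separates them; 3 of the markers, C1qa, C1qb and C1qc, are also complement genes. The strain stays an untested biological explanation.

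Proteasome genes were lower in PD than in BN, with a median of -0.29. Leaving out 1 PD array gave medians no closer to 0 than -0.24, so a single PD array is unlikely to be the cause. In a permutation test, 0 of 10000 random lists of the same size and signal level had a median as low (permutation p = 0.0001, the smallest these draws can give; the middle of their medians was -0.04), which argues against a shift of all genes of that level. With an estimated correlation the list was not called (adjusted p = 0.385), so a factor that moves these genes together between single rats stays open. The strain itself is a possible explanation that was not tested.

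Some arrays lay far from the other 3 of their strain, in 9 of 279 groups of arrays tested, where chance gives about 13.95. Acnat1 was 6.43 in SHR replicate 3 and 7.35 to 7.38 in the others. The second, dim Cd36 probe set was 2.57 in PD replicate 1 and 2.46 to 2.47 in the others. Ces2e was 2.07 in SHR replicate 3 and 2.23 to 2.25 in the others, all at background. Cyp7b1 was 6.97 in SHR replicate 4 and 6.18 to 6.27 in the others. Sirt3 was 5.49 in BN replicate 3 and 5.69 to 5.72 in the others. The mean over the urea cycle list was 7.28 in SHR replicate 4 (7.24 in the others), over the cell cycle list 2.82 in BN replicate 2 (2.73 to 2.74), over the hepatocyte markers 11.1 in PD replicate 1 (11.03 to 11.04) and over the cholangiocyte markers 3.08 in SHR replicate 3 (3.20 to 3.22).

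Some gene lists outside those that the paper discusses also differed between strains. T and NK cell markers were higher in SHR than in BN with a median of 0.17, 4 of 13 higher and 0 lower (5 and 0 adjusted over the list alone; camera adjusted p = 0.00832, and adjusted p = 0.130 with an estimated correlation). Periportal hepatocyte markers were lower in PD than in BN with a median of -0.50 (camera adjusted p = 6.11e-06, and adjusted p = 0.0238 with an estimated correlation). Bile acid genes were lower in PD than in BN with a median of -0.29 (camera adjusted p = 0.000146, but adjusted p = 0.0931 with an estimated correlation and 0.0962 by the Fisher exact test). Cholesterol biosynthesis genes were lower in PD than in SHR with a median of -0.46 (camera adjusted p = 3.42e-07, but adjusted p = 0.109 with an estimated correlation).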

How the results depend on the processing

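The alternatives "all probe sets counted" and "names from either table" were chosen after seeing the data; all others were set before. Acsm3 stayed called lower in PD than in BN and SHR under every alternative that includes its probe set, with log2 fold changes from -6.18 to -4.00 against BN and from -5.57 to -3.42 against SHR, the smallest with the offset of 16, which compresses low signals. It has no symbol in the platform annotation, so the symbol-only settings give no value for it. No result for a named gene or gene list that was called, as reported or in the alternative, changed direction. Changes of direction in results called in neither were not counted, and the Fisher exact test gives no direction. The balance of calls in PD vs. BN did change, from 989 higher and 1238 lower to 1158 higher and 1002 lower with the second quantile normalization (1058 and 1057 with cyclic loess, 786 and 1422 with median centring). The counts of called probe sets moved by more than 1.5 times in these settings. Testing only probe sets with a symbol gave 1248 for PD vs. SHR and 1 probe set per gene gave 1224, where fewer probe sets enter the correction. The Tukey post hoc test gave 1030 for PD vs. BN, 797 for SHR vs. BN, 324 for PD vs. SHR and 1494 in any comparison. A fold threshold of 1.5 gave 901, 769, 460 and 1428, since it removes small changes. Counting all probe sets, with or without a symbol, gave 4152, 2780, 1375 and 5602, since more probe sets are counted. Leaving out 1 array gave 1636 to 2175 calls for PD vs. BN, 1224 to 1638 for SHR vs. BN, 509 (without SHR replicate 4) to 867 (without PD replicate 3) for PD vs. SHR and 2397 to 2888 in any comparison. In the other settings the counts stayed within 1.5 times of those reported; the replicate block gave 1991, 1415 and 631. For the Tukey test and the left-out arrays the cause was not tested. With an estimated correlation camera called 2 lists in PD vs. BN, 1 in SHR vs. BN and 2 in PD vs. SHR. In this setting camera also tests with fewer degrees of freedom. Calls in SHR vs. BN were lost even where the estimate lay below the preset 0.01, at -0.0082 for fatty acid omega oxidation and -0.030 for hepatocyte markers. A call lost in this setting therefore does not by itself show that the genes of the list are correlated. The rotation test fry, which asks whether a list moves by itself and not against other genes, called 22 in PD vs. BN and 25 in SHR vs. BN. The filter at a mean log2 of 4 left 5, 7 and 11, from 105 of the 129 list results that could be computed. Leaving out 1 array gave 7 to 9, 11 to 17 and 15 to 20 lists. Of 129 list results, 35 lost their call with the estimated correlation, 15 lost and 18 gained it with the Fisher exact test, and 10 lost it in at least 1 leave-one-out setting. Of 402 results for single genes, the call was lost for 146 with the Tukey test, 66 with the unmoderated model, 49 with the offset, 42 with the 8 arrays of the pair, 36 with the block, 18 with the second quantile normalization, 17 with median centring, 11 with cyclic loess and 6 with the variance trend, and for 87 in at least 1 leave-one-out setting. The array strip as a block was not run, since no label or file names a strip. The signal over background limits the folds of genes near it: 256, 124 and 99 of the called probe sets in the 3 comparisons have at least 1 strain within the background range.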

Differences from the paper's values

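The paper's total of 5480 differentially expressed genes stands against 3067 different probe sets called in any comparison here, at the same adjusted p and fold thresholds. The count here covers only probe sets with a symbol in the platform annotation used. Of the probe sets of Table S6, in the part read, 1375 of 1998 for PD vs. BN have one. For SHR vs. BN it is 1373 of 1906 and for PD vs. SHR 562 of 770, so some of the paper's genes go uncounted here. The paper's 5480 equals the sum of its 3 pairwise counts; the sum of calls over the 3 comparisons is 4658 here, within 1.5 times of it, and the sum stays within 1.5 times under the alternatives set before the data were examined (3722 to 6230) except the offset (3580), the Tukey post hoc test (2151), the 1.5-fold threshold (2130) and without BN replicate 2 (3651). For the count of different probe sets, of the same alternatives, testing only probe sets with a symbol (3976) and 1 probe set per gene (3807) came within 1.5 times of the paper's total. The second quantile normalization (3003), centring on array medians (3133), cyclic loess (2958), the offset of 16 (2273), the filter at a mean log2 of 4 (2869), the 8 arrays of the pair (2594), the variance trend (2919), the unmoderated model (2480), the Tukey post hoc test (1494), no fold threshold (3080), the 1.5-fold threshold (1428), the replicate block (2712) and each array left out (2397 to 2888) did not. Counting all called probe sets, with or without a symbol (5602), and using names from either table (4075) also came within 1.5 times, both chosen after seeing the values; they only add probe sets to those counted, so neither drops a called item.

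The paper states that the related synthetases it measured beside Acsm3 were not differentially expressed on the arrays. Here Acsm1 was lower than BN in PD (-0.43) and in SHR (-0.53) and Acsm5 was lower than BN in PD (-1.11) and in SHR (-1.29), while neither was called in PD vs. SHR and Acsm4 was not called in any comparison. Table S6, in the part read here, also lists Acsm5 for PD vs. BN with the paper's fold of 2.17 and for SHR vs. BN with 2.44, and Acsm1 for SHR vs. BN with 1.47.

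The paper describes lower levels of ACSM3, ACSM2A and ACSL5 in PD, without naming in that sentence the strain it is compared with. It also reports lower Acsm3 and Acsm2a in PD by qPCR, in more rats per strain than were put on arrays. The qPCR is not analysed here, so the array values below cover only part of that evidence. On the arrays Acsm3 was lower in PD than in both other strains. Acsm2 was lower in PD than in BN but not called against SHR (-0.29, adjusted p = 0.124), nor under any of the alternatives. Acsl5 was lower in PD than in BN but higher in PD than in SHR (0.38, adjusted p = 0.0401), and Table S6 also lists it higher in PD with the paper's fold of 1.26.

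For pathways, the lists here are not those of the paper's software. The paper lists rhodopsin-like receptors among the top pathways for PD vs. BN; here 4 of 133 genes were called (camera adjusted p = 0.308, Fisher exact adjusted p = 1), and only fry called the list (adjusted p = 0.0208). The other 4 pathways the paper names for that comparison were called by camera. With an estimated correlation only glucuronidation was called (adjusted p = 0.0238), from 8 measured genes of 27 listed. The proteasome (adjusted p = 0.385), fatty acid biosynthesis (adjusted p = 0.207) and the ribosomal proteins (adjusted p = 0.333) were not. The ribosomal call was also lost without BN replicate 2, BN replicate 3, PD replicate 1 or PD replicate 3 (adjusted p up to 0.0740), and with the second quantile normalization, cyclic loess or the filter. The paper names 4 pathways for PD vs. SHR; camera called retinol metabolism, though not with an estimated correlation (adjusted p = 0.130), the offset, the filter on dim probe sets, or without PD replicate 2, SHR replicate 2 or SHR replicate 3 (adjusted p up to 0.0562), and the Fisher exact test called all 4. Tryptophan metabolism was also called by fry (adjusted p = 0.00451), with the second quantile normalization, median centring, cyclic loess, the offset, the filter on dim probe sets, the variance trend, and without PD replicate 1 or SHR replicate 4. Fatty acid biosynthesis was also called by fry (adjusted p = 0.00419), with the second quantile normalization, median centring, cyclic loess, the filter, and without PD replicate 1, PD replicate 4 or SHR replicate 4. For SHR vs. BN the paper names the same 4; camera called tryptophan metabolism, though not with an estimated correlation (adjusted p = 0.130), and beta oxidation was called by the Fisher exact test (adjusted p = 0.0405), fry (adjusted p = 0.0381), cyclic loess and without BN replicate 3, BN replicate 4 or SHR replicate 1. Retinol metabolism (adjusted p = 0.000273) and fatty acid biosynthesis (adjusted p = 0.0103) were called there by fry alone.

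The paper reports that the gene mix of these pathways differed between the comparisons of SHR with PD and with BN; here 12 of the 26 and 25 called genes were shared and the other 14 and 13 were not, where independent comparisons would share 6.25; these use the same SHR arrays, and among all probe sets with a symbol they shared 353, where independence would give 83.7. It reports higher focal adhesion genes in SHR than in BN. Here the camera adjusted p was 0.0541, and the list was called by the Fisher exact test (adjusted p = 0.0494), fry (adjusted p = 0.00301), the offset, the replicate block, and without BN replicate 3, SHR replicate 2 or SHR replicate 3. It reports no enrichment of interferon, complement or focal adhesion genes in PD vs. BN; here camera called none of the 3, but the interferon list was called by the Fisher exact test (adjusted p = 0.0206), fry (adjusted p = 0.00389), cyclic loess and without PD replicate 1, and the focal adhesion list by fry (adjusted p = 0.0457). It reports lower adipogenesis and lipid droplet genes in PD than in SHR; here neither was called by camera (adjusted p = 0.881 and 0.962) or under any alternative, while focal adhesion and triacylglycerol synthesis were called lower in PD, though not with an estimated correlation (adjusted p = 0.0518 and 0.129), and triacylglycerol synthesis not without PD replicate 4 (adjusted p = 0.0573). The paper also counts glucocorticoid metabolism, oxidative stress and the tricarboxylic acid cycle among the enriched pathways; here camera called none of these lists in any comparison, and the glucocorticoid list was not called under any alternative. The oxidative stress list was called by the Fisher exact test in SHR vs. BN (adjusted p = 0.0322) and with cyclic loess in PD vs. SHR, and the tricarboxylic acid cycle by fry in PD vs. BN (adjusted p = 0.0208) and in SHR vs. BN (adjusted p = 0.0211), there also with the offset.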

Other observations

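Hepatocyte zone markers and genes of bile acid and cholesterol synthesis differed between the strains, which the paper does not describe. Periportal markers were lower in PD than in BN in 5 of 7 measured genes and higher in 0 (6 and 0 adjusted over the list alone), with a camera adjusted p of 6.11e-06, and an adjusted p of 0.0238 with an estimated correlation. They include enzymes of the urea cycle, Arg1 (-0.77, adjusted p = 6.82e-05 from limma) and Ass1 (-0.63, adjusted p = 9.28e-05). In SHR 4 of 7 were lower than in BN (4 adjusted over the list alone; median -0.32, camera adjusted p = 0.00110, and adjusted p = 0.0595 with an estimated correlation). Pericentral markers were lower too, in 2 of 6 in PD (5 adjusted over the list alone; median -0.78, camera adjusted p = 0.000518, and adjusted p = 0.207 with an estimated correlation) and in 2 of 6 in SHR (3 adjusted over the list alone; median -0.61, camera adjusted p = 0.00323, and adjusted p = 0.201 with an estimated correlation). Oat, ornithine aminotransferase, was at -1.54 in PD and -1.05 in SHR against BN. Of 14 bile acid genes 5 were lower in PD than in BN and 0 higher (7 and 0 adjusted over the list alone; camera adjusted p = 0.000146, and adjusted p = 0.0931 with an estimated correlation), among them Baat, which conjugates bile acids (-0.77). Of 15 cholesterol biosynthesis genes 5 were lower in PD than in SHR and 0 higher (9 and 0 adjusted over the list alone; camera adjusted p = 3.42e-07, and adjusted p = 0.109 with an estimated correlation), with Msmo1 at -1.43 and Dhcr7 at -1.08; against BN 6 were lower and 1 was higher (7 and 1 adjusted over the list alone; median -0.40, camera adjusted p = 0.00849, and adjusted p = 0.423 with an estimated correlation).

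In other groups, Idh2, the mitochondrial isocitrate dehydrogenase of the citric acid cycle, was lower in PD than in BN (-1.65, adjusted p = 1.31e-05) and than in SHR (-1.02), while the list as a whole had camera adjusted p of 0.145 and 0.881. Serpina6, the corticosteroid carrier of plasma, was higher than BN in PD (1.63) and in SHR (1.04). Ern1, a sensor of unfolded proteins, was higher than BN in PD (1.22) and in SHR (0.90). Among circadian genes Bhlhe40 was higher in PD than in BN (1.33) and than in SHR (1.18); this list was higher in PD than in SHR with a median of 0.49 (camera adjusted p = 0.0282, and adjusted p = 0.107 with an estimated correlation), a call lost without PD replicate 1 or PD replicate 4 (adjusted p up to 0.0518), with the offset of 16 and by the Fisher exact test. Erythroid markers were higher in PD than in SHR with a median of 0.38 (camera adjusted p = 0.0199, and adjusted p = 0.109 with an estimated correlation). Genes of fatty acid omega oxidation had a median of 0.08 and a mean of -0.60 in PD vs. BN, with 1 of 15 higher and 5 lower (2 and 5 adjusted over the list alone; camera adjusted p = 0.127). Further calls by camera were all lost with an estimated correlation: in SHR vs. BN lower urea cycle genes (median -0.14, adjusted p = 0.0170, lost without BN replicate 2 with adjusted p = 0.0585), higher genes of the unfolded protein response (0.18, adjusted p = 0.0458, lost without BN replicate 1, BN replicate 2, PD replicate 3, SHR replicate 3 or SHR replicate 4, with adjusted p up to 0.151) and higher triacylglycerol synthesis genes (0.20, adjusted p = 0.0494, lost without any of 7 arrays, with adjusted p up to 0.0864), and in PD vs. SHR lower PPAR-alpha targets (-0.23, adjusted p = 0.00496), bile acid genes (-0.23, adjusted p = 0.00232), periportal markers (-0.19, adjusted p = 0.0229) and the proteasome list (-0.20, adjusted p = 3.64e-06, with 0 of 39 genes called by limma, 13 lower at an unadjusted p under 0.05 and a Fisher exact adjusted p of 1), and higher omega oxidation genes (0.13, adjusted p = 0.0440, lost without any of 6 arrays, with adjusted p up to 0.0952). The periportal call for PD vs. SHR was also lost with the second quantile normalization, cyclic loess or the filter on dim probe sets. Markers of neutrophils, cholangiocytes, adipocytes and pancreatic acinar cells had camera adjusted p from 0.680 to 0.991 in the 3 comparisons.

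Whether other groupings of the arrays give as many calls was counted. For PD vs. BN, 1 of 35 splits of the 8 arrays, the real one, gave as many called probe sets (2227, highest other 0). It was also 1 of 35 for SHR vs. BN (1624, highest other 0) and for PD vs. SHR (807, highest other 1). For probe sets called in any comparison it was 1 of 100 groupings of the 12 arrays (3067, highest other 842). Counts this high were rare among the groupings, but 1 of 35 is the smallest share the splits allow. Splits that mix the strains also add strain differences to the spread. For the number of gene lists called, it was 1 of 35 in SHR vs. BN (14 lists, highest other 10) and in PD vs. SHR (18 lists, highest other 14). The margins for lists are small, and with an estimated correlation camera called 1 and 2 lists there. In PD vs. BN 3 of 35 splits gave at least the 8 lists (highest other 10). Splits that mix the strains unevenly keep part of the strain contrast, so lists called there can reflect it. For lists the splits therefore do not decide whether chance gives as many, and chance stays open.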
